# Myocardial micro-biopsy procedure for molecular characterization with increased precision and reduced trauma

**DOI:** 10.1038/s41598-020-64900-w

**Published:** 2020-05-15

**Authors:** Rikard Grankvist, Arvin Chireh, Mikael Sandell, Abdul Kadir Mukarram, Nasren Jaff, Ingrid Berggren, Hans Persson, Cecilia Linde, Fabian Arnberg, Johan Lundberg, Martin Ugander, Gioele La Manno, Stefan Jonsson, Carsten O. Daub, Staffan Holmin

**Keywords:** Gene expression analysis, Interventional cardiology, Cardiovascular diseases, Heart failure

## Abstract

Endomyocardial biopsy is a valuable tool in cardiac diagnostics but is limited by low diagnostic yield and significant complication risks. Meanwhile, recent developments in transcriptomic and proteomic technologies promise a wealth of biological data from minimal tissue samples. To take advantage of the minimal tissue amount needed for molecular analyses, we have developed a sub-millimeter endovascular biopsy device, considerably smaller than current clinical equipment, and devised a low-input RNA-sequencing protocol for analyzing small tissue samples. In *in vivo* evaluation in swine, 81% of biopsy attempts (n = 157) were successful. High quality RNA-sequencing data was generated from 91% of the sequenced cardiac micro-biopsy samples (n = 32). Gene expression signatures of samples taken with the novel device were comparable with a conventional device. No major complications were detected either during procedures or during 7 days’ follow-up, despite acquiring a relatively large number of biopsies (median 30) in each animal. In conclusion, the novel device coupled with RNA-sequencing provides a feasible method to obtain molecular data from the myocardium. The method is less traumatic and has a higher flexibility compared to conventional methods, enabling safer and more targeted sampling from different parts of the myocardium.

## Introduction

Endomyocardial biopsy (EMB) is an established method for obtaining ventricular cardiac tissue for pathologic diagnosis and research, primarily for rejection monitoring after cardiac transplantation. EMB is also used in diagnosis of cardiomyopathies, infectious and neoplastic disease. Typically, the EMB device is inserted into the femoral vein or the right internal jugular vein and advanced to the right ventricle (RV), where samples are taken from the ventricular septum^1^.

The use of EMB is declining^2^, despite being the gold standard method for a number of diagnoses and being supported by cardiology organizations^1,3^. This decline may be caused by an increasing use of non-invasive low-risk tests, low diagnostic yield, and complication risks. In fact, the diagnostic yield of EMB is low for many diseases^4^. Moreover, the method has a significant complication risk, variably reported between 2.7% and 8.9%^1,2^.

We hypothesize that several of the shortcomings of EMB can be avoided with a significantly smaller and more steerable device. The current EMB devices are typically 1.66 mm (5F) or larger. Therefore, they can cause significant trauma at the site of biopsy and offer limited steerability within the ventricles. Consequently, few locations of the heart are regarded safe for sampling, with the right interventricular septum being the most common target^5^. Repeated biopsy sampling in the same area cause scarring and increasing difficulties to obtain fresh samples^5,6^. EMB also has a limited ability to detect diseases that reside within the left ventricle (LV), or in disease with patchy distribution of pathological changes^7^.

The aim of this study was to develop a “micro-biopsy” (micro-EMB) device that could be used in a micro-catheter. The device should have a different design of the cutting head to minimize endocardial trauma. A micro-EMB device would also be less traumatic on the heart valves, allowing safer use in both ventricles and enable better steerability.

With a micro-biopsy device comes the challenge of analyzing sub-milligram tissue samples. In conventional EMB, the tissue samples are typically analyzed with conventional histology^8^. For micro-EMB samples, these techniques would not be feasible. We hypothesized that modern molecular analyses, such as RNA-sequencing (RNA-seq), could be used as a replacement as they require much smaller sample volumes^9^. Gene expression signatures can be used to characterize cell and tissue types as well as disease states^10^. Efforts to find characteristic gene expression signatures for transplant rejection have already shown promising results in human kidney and heart biopsies^11–13^.

We present a new design of a micro-biopsy device, along with RNA isolation protocols and results from RNA-seq analysis and safety evaluation in *in vivo* porcine trials.

## Results

### Micro-bioptome design

Through iterative testing and miniaturization, a device design small enough to fit inside a standard micro-catheter was achieved. The size and angles of the cutting head and the sample collecting slot, as well as penetration depth and the design of the cutting tube, was varied. The final design used an average penetration depth of 2.90 (SD 0.17) mm. Safety and efficiency evaluation of 65 device prototypes, by taking a total of 693 samples over 828 attempts in 23 swine (median 33 samples per animal) yielded in a final device design as depicted in Fig. 1a. A bi-directional cutting mechanism, consisting of two components, sits at the distal end of the device. The first component inserts into the ventricle wall and the mechanism allows for a cutting retraction against the second component, collecting a tissue sample at the first components’ proximal end. The device has an outer diameter (OD) of approximately 0.4 mm. and is housed in a 0.9 mm (2.7F) high-flow micro-catheter. The device is considerably smaller than currently available endomyocardial bioptomes (Fig. 1b). It caused a significantly smaller injury to the ventricle wall when taking a sample, compared to current clinical devices (Fig. 1c). The mean affected area was 0.266 mm^2^ (SD 0.155) with the micro-biopsy device, compared to 17.781 mm^2^ (SD 4.437) with the conventional device in an *ex vivo* application (Wilcoxon rank sum test, W = 30, p = 0.00433, *n* = 11).

**Figure 1:**
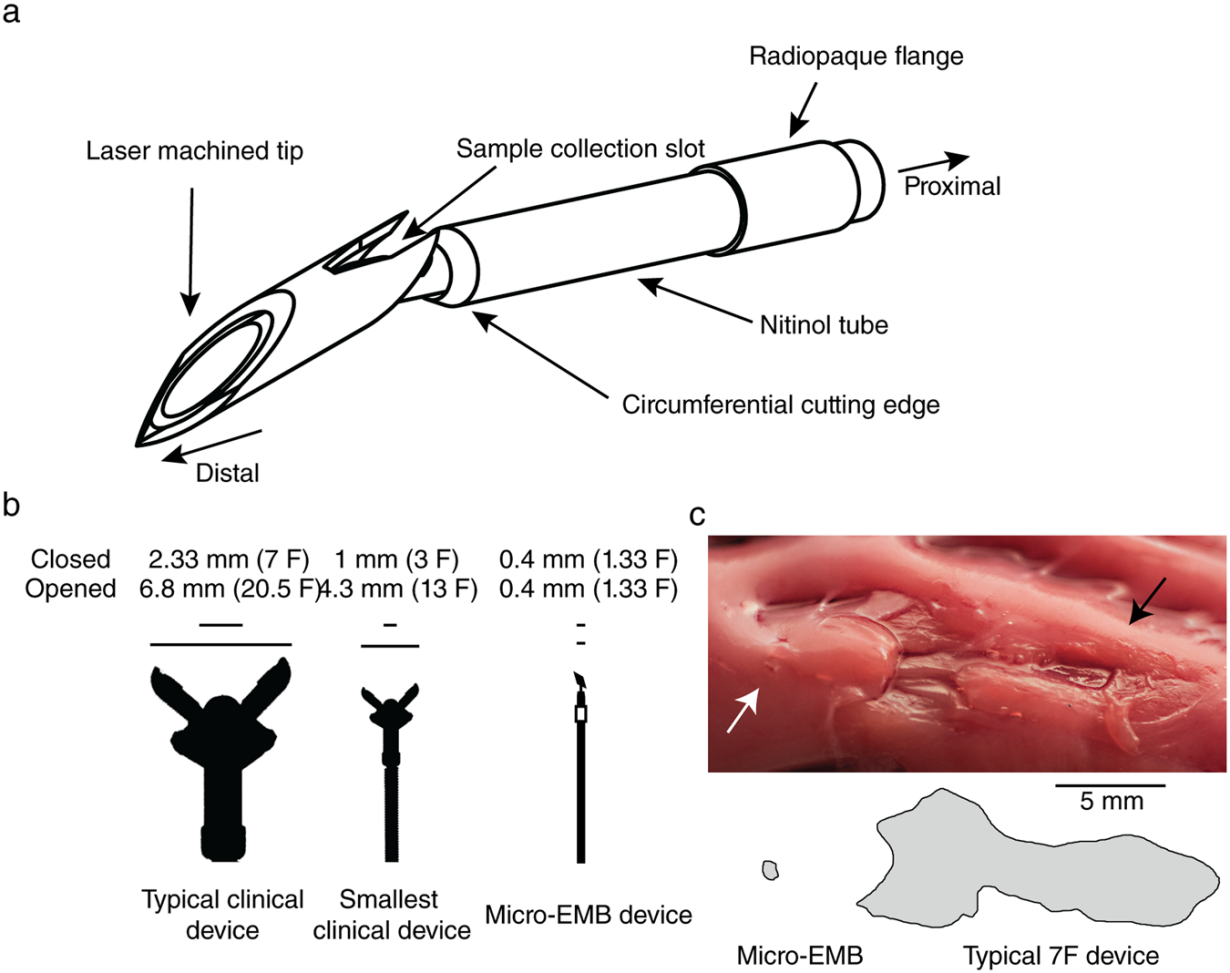
Micro-biopsy device design. (**a**) The micro-biopsy device features a movable cutting tip inside a cutting tube with a depth-limiting flange. The device is inserted into the cardiac ventricle wall until the collar abuts the wall (usually with a penetration depth of 2–3 mm). The tip is then advanced further into the tissue, rotated and retracted to cut and catch a sub-milligram piece of myocardial tissue. **(b)** Size comparison with clinically used devices. The micro-EMB device does not enlarge during sampling procedure, causing minimal trauma to the cardiac ventricle wall. **(C)** Ventricular wall surface after *ex-vivo* application of a conventional EMB device (black arrow) and the micro-EMB device (white arrow) on the left ventricle of swine. Affected regions are outlined below the image, and shows a reduced size of endocardial surface trauma from the micro-EMB device compared to the conventional EMB device (*n* = 3 replicates).

### *In-vivo* sampling performance of selected design

Due to its small OD and flexibility, the device could be steered to different parts of the ventricle wall (Fig. 2). To evaluate the ability to collect adequate samples, an initial visual assessment of the biopsy sample was made after each attempt. Based on the visual appearance, 127 out of 157 biopsy attempts (81%) were considered successful (Fig. 2d). The mean sample wet weight (measured on a subset of samples, *n* = 6) was 0.052 mg (SD 0.023).

**Figure 2:**
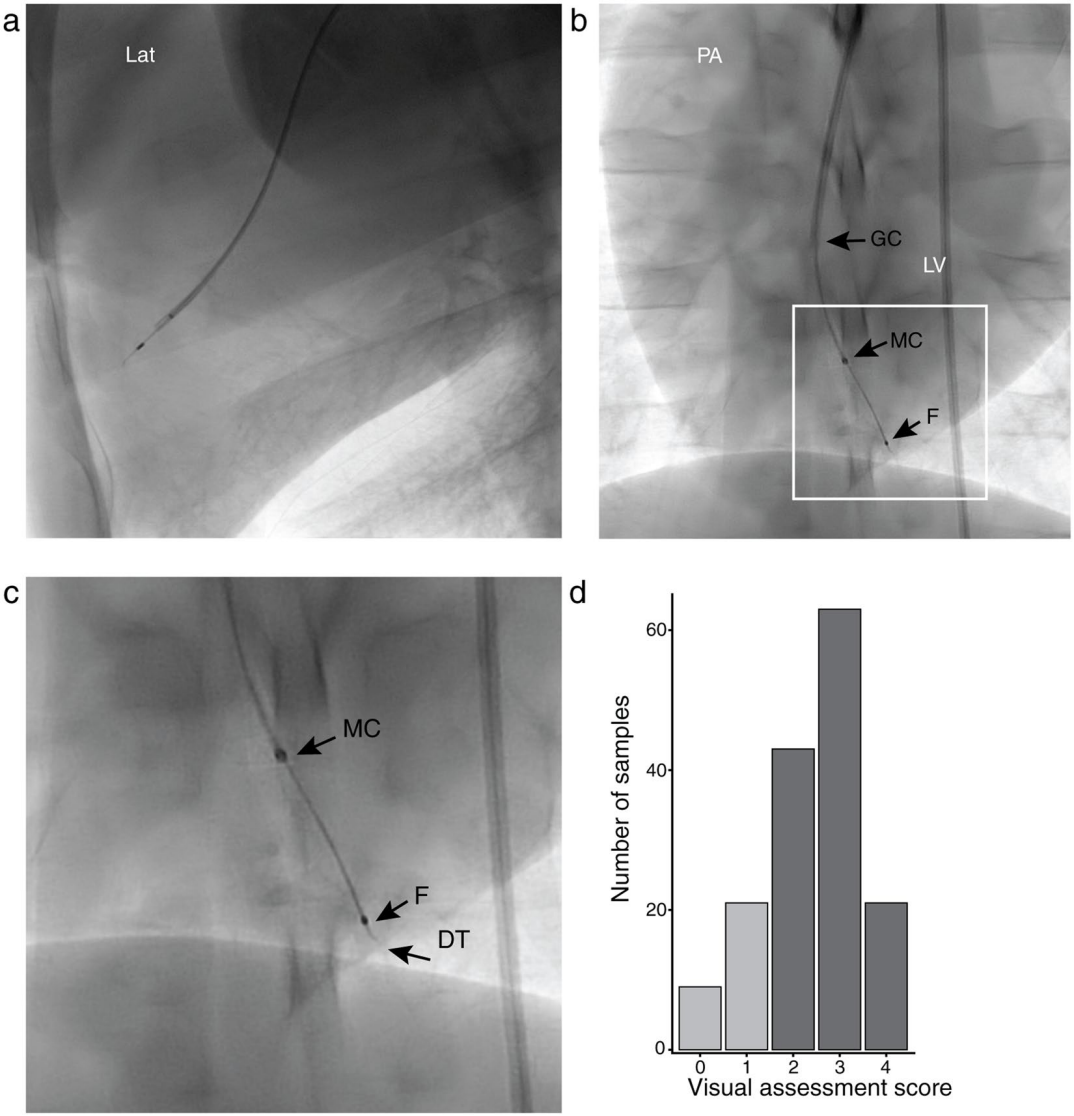
Fluoroscopy of the micro-EMB device inside the left ventricle (LV), assessed from lateral (Lat) and posterioanterior (PA) views. Various areas of the anterior, septal, posterior and lateral ventricle wall can be sampled (**a**,**b**). (**b**) is magnified in panel (**c**) where the guide catheter (GC), housing the micro-catheter (MC), the flange of the micro-bioptome (**F**), and the device tip (DT) is seen (*n* = 6 animals). **(d)** Distribution of scores for all biopsy attempts (*n* = 157, *n* = 6 animals). Scores were visually assessed by microscopy upon retraction, using a subjective scale ranging from 0 (no sample) to 4 (large protruding sample). There was no difference in RNA-seq quality or overall gene expression signature between samples with a score of 2–4 (dark grey). Samples with a score of 0 or 1 were considered as failures (light grey).

### Tissue characterization by histology and RNA-sequencing

To verify that samples contained myocardial tissue, immunofluorescence was used to evaluate the presence of troponin I in a subset of samples (*n* = 7, Fig. 3a). As expected, the small tissue samples were difficult to section, limiting the use of conventional histology (Fig. 3b).

**Figure 3:**
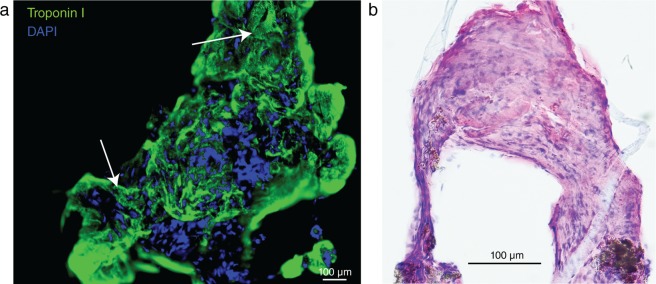
Histology of micro-EMB tissue (*n* = 3 animals). **(a)** Immunofluorescence of a micro-EMB sample procured *in vivo* in swine shows characteristic striation (white arrows) and ubiquitous positive troponin I antibody staining (green), confirming myocardial tissue. **(b)** Conventional hematoxylin & eosin stain of *in vivo* micro-EMB sample. The tissue samples are too small to effectively section, and will have considerable crush artifacts, making traditional histopathological evaluation difficult.

Due to the small size of the tissue samples, we adapted an existing RNA-seq protocol to accommodate the small input material. 

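The authors deposited the number of reads counted on each of 25114 pig genes in each sample, as whole numbers without normalization. Of these genes, 20907 had a count in at least 1 sample. The 54 samples came from 5 pigs. They were 32 micro-EMB samples taken with the miniaturized device, 10 EMB samples taken with a conventional bioptome, 6 blood samples and 6 skeletal muscle samples. Of the micro-EMB samples, 20 were taken at baseline and 12 at follow-up on day 7. Among the conventional EMB samples, 6 were taken at baseline and 4 at follow-up. The conventional EMB, blood and skeletal muscle samples all came from pigs 4491 and 4494, which also gave 14 of the micro-EMB samples. Pig 4493 had no follow-up sample. Between 64216 and 4649613 reads per sample were counted on genes, with a median of 1800054.5. Counts were normalized with edgeR's TMM method and filtered with its filterByExpr function. Differentially expressed genes were those with a log2 fold change above 1 or below -1 and an adjusted p-value under 0.05, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The pig was a covariate in comparisons between heart samples. A gene counted as expressed in a sample at 1 CPM or more, as in the paper's methods. Shares of counts in single samples carry 95% Wilson confidence intervals, which cover counting error only. Each result is given first over the samples the paper used for it, where these were found from its own text and figures, and then over all samples.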

RNA-seq was performed on 54 samples of different types, including controls (Table 1, Supporting File S1). An initial quality control (QC) step was performed to exclude poor samples from further analyses. 29 out of 32 micro-EMB samples (91%) and all 22 control samples passed the QC. 

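In the deposited counts, 29 of the 32 micro-EMB samples (90.6%) and 22 of the 22 control samples had at least 6111 expressed genes, the lowest number the paper gives for a sample that passed. Samples that passed were identified by this limit, since mapping rates per sample were not used here.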

Three micro-EMB samples were excluded due to poor genome mapping rates and an overall low number of expressed genes. 

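The 3 micro-EMB samples under the limit were samples 9, 10 and 21, all taken at baseline. Sample 9, from pig 4493, had 2630 expressed genes and the fewest counted reads of all samples. In sample 10, from pig 4491, 73988 reads were counted and 1386 genes were expressed. Sample 21, also from pig 4491, had 764492 counted reads and 1689 expressed genes.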

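Across the 29 micro-EMB samples that passed, the median number of reads counted on genes was 1761363, and the lowest was 315975. The median was 1747219 in the 17 baseline samples and 1992503 in the 12 follow-up samples. With the 3 failed samples included, the median over all micro-EMB samples was 1752328.5.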

In the remaining 29 micro-EMB samples, the median number of reads was 15.8 million (range 6.1–25.1), with 73.6% of the reads mapped to the pig genome (range 59.2–83.8%). 

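In the 22 control samples, the median number of reads counted on genes was 1898864.5 (range 74767 to 4175898). It was 1169020.5 in conventional EMB, 2173742.5 in blood and 2207070.5 in skeletal muscle samples.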

For the control samples, the number of sequenced reads was 13.5 million (range 3.9–22.1), with a median mapping rate of 78.5% (range 71.3–81.9%). The number of expressed genes was 11408 (range 6111–17076) in the micro-EMB samples and 11304 (range 6807–16309) in the control samples. 

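The micro-EMB samples that passed had 11435 ± 2191 expressed genes (SD, n = 29) with a median of 11480, and the control samples had 11771 ± 2067 (SD, n = 22) with a median of 11304.5. The difference in means, -336.1 genes, was smaller than either SD (two-sided permutation test, p = 0.582). The conventional EMB samples had 12219 ± 2645 expressed genes (SD, n = 10), and the difference from micro-EMB was -784.3 genes (two-sided permutation test, p = 0.361). Over all 32 micro-EMB samples, including the 3 failed ones, the mean was 10541 ± 3512 (SD). The differences were then -1229.8 from the control samples (p = 0.151) and -1678 from conventional EMB (p = 0.172), both by permutation. With the counts of the samples that passed drawn down at random to 74767 each, micro-EMB and control samples differed by 44.0 genes (two-sided permutation test, p = 0.926), in the opposite direction. In pigs 4491 and 4494 together, which gave both kinds of EMB, micro-EMB differed from conventional EMB by -1861 genes (permutation test, p = 0.24). The micro-EMB samples there included the failed samples 10 and 21, and labels were permuted across the 2 pigs.

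**Figure D1:**
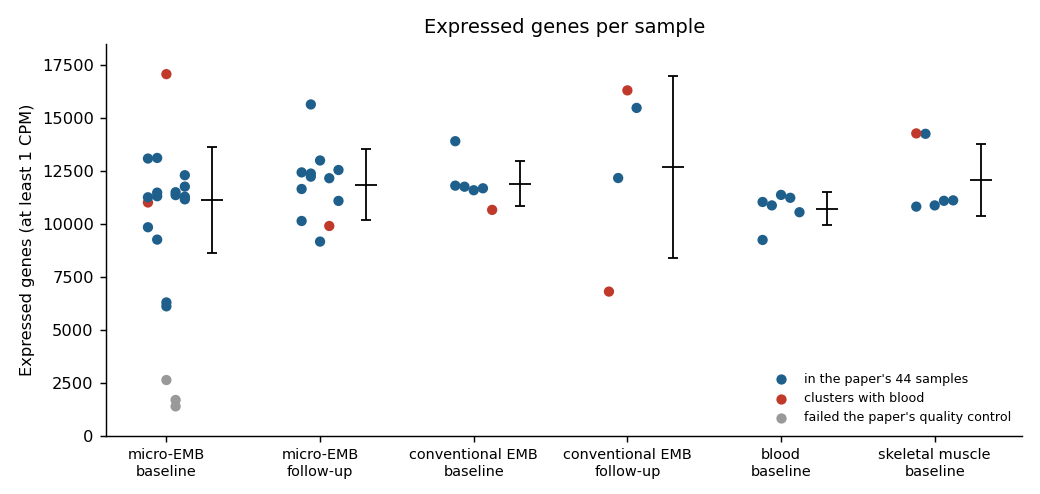
Number of expressed genes in each of the 54 samples, by sample type and timepoint. Each point is a sample, and the bars give the mean and SD of the samples that passed the quality control. The 3 failed micro-EMB samples lie between 1386 and 2630 genes.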

Overall, 14% of samples showed signs of blood contamination and were therefore excluded (Supporting Fig. S3 and Data File S2). 

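Samples were clustered on the paper's 841 blood genes (Data File S2), using variance-stabilized counts (DESeq2) scaled per gene, Euclidean distance and complete linkage. The tree's 2 main branches put 7 heart and muscle samples with the 6 blood samples, 13.7% of the 51 samples that passed. These were micro-EMB samples 4, 19 and 44, conventional EMB samples 3, 38 and 55, and skeletal muscle sample 57. Clustering all 54 samples gave the same 7. The choices that moved the number most were average linkage and log2 CPM. Over the 54 samples, each put the 45 heart and muscle samples that had passed with blood. The other branch then held only the failed samples 9, 10 and 21, so the 45 do not measure likeness to blood. Over the 51, average linkage put 3 of the 45 with blood (samples 4, 38 and 55).
The share of counts was measured on 63 genes with a median of at least 50 CPM in blood and under 1 CPM in the other 38 heart and muscle samples, of which 48 are among the paper's blood genes. This share had a median of 0.835% in the blood samples and 0.0116% in the other 38 samples, where the highest share was 0.0755%. In the micro-EMB samples it was 0.376% in sample 4 (95% interval 0.359 to 0.395), 0.319% in sample 19 (0.300 to 0.340) and 0.111% in sample 44 (0.107 to 0.117). In the conventional EMB samples it was 0.357% in sample 3 (0.317 to 0.402), 0.329% in sample 38 (0.322 to 0.337) and 0.381% in sample 55 (0.360 to 0.403). Skeletal muscle sample 57 had 0.129% (0.117 to 0.141). The failed samples 9, 10 and 21 had 0.235%, 0.00135% and 0.0330%.

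**Figure D2:**
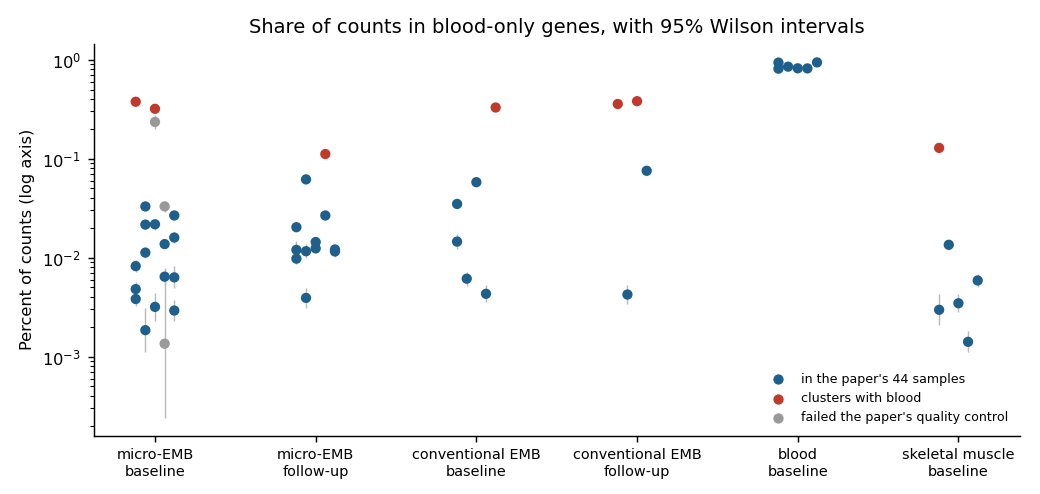
Percent of counts in the 63 blood-only genes in each sample, on a log axis, by sample type and timepoint. Points are samples and vertical lines 95% Wilson intervals. The 7 samples that cluster with blood lie between 0.111% and 0.381%, the other 38 heart and muscle samples that passed lie at or under 0.0755%, and the 6 blood samples lie between 0.812% and 0.940%.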

After exclusion based on RNA-seq quality (*n* = 3) and blood contamination (*n* = 7), a total of 44 samples were included and used in subsequent analyses. 

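The 44 samples identified in this way were 26 micro-EMB samples, 15 at baseline and 11 at follow-up, with 7 conventional EMB, 6 blood and 5 skeletal muscle samples. Their median number of reads counted on genes was 1924939.5, with a lowest of 619934.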

In total, 81% of micro-EMB samples were included.

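Among the micro-EMB samples, 81.25% were in this set, after 3 had been left out for quality and 3 for clustering with blood.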

**Table 1:** Descriptive statistics of biopsies taken and sequenced in the *in vivo* trials. Sequenced samples included micro-EMB and control samples from 5 individual pigs. Micro-EMB and conventional EMB samples were taken either at baseline (day 0) or follow-up (day 7). *One animal was lost to follow-up in the non-safety evaluation group.

Sample type	Timepoint	Animals (n)	Biopsies taken per animal (median)	Sequenced biopsies (n)	Sequenced animals (n)
Micro-EMB	Baseline	6	15	20	5
	Follow-up	5*	15	12	4*
Conventional EMB	Baseline	6	3	6	2
	Follow-up	5	3	4	2
Blood	Baseline	6	3	6	2
	Follow-up	5	3	0	—
Skeletal muscle	Baseline	6	3	6	2
	Follow-up	5	3	0	—

Gene expression comparisons between micro-EMB, conventional EMB and other tissue samples confirm that the novel miniaturized device does not alter the gene expression of the biopsy tissue. 

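Over the 33 heart samples among the paper's 44, 20 of 13767 tested genes were differentially expressed between micro-EMB (n = 26) and conventional EMB (n = 7), 19 higher and 1 lower in micro-EMB. The covariates were pig and timepoint. In the same comparison, 1678 genes had an unadjusted p-value under 0.05, or 12.2% of those tested. The heart samples not used were the failed samples 9, 10 and 21 and, for blood, samples 3, 4, 19, 38, 44 and 55. With these included, 1 of 14642 genes was differentially expressed over all 42 heart samples, and 586 had an unadjusted p-value under 0.05, or 4.00%. All 20 genes called over the paper's samples had the same sign over all 42, and 14 of them had an unadjusted p-value under 0.05 there. Of the settings tried, leaving out the filter on low counts moved the number most, to 53 genes, 37 of them higher in micro-EMB.
The gene called over all heart samples was ENSSSCG00000027970, whose name the files do not give. At least 1 read was counted on it in 29 of the 32 micro-EMB samples and in 1 of the 10 conventional EMB samples. Since no conventional EMB sample exceeded 3 counts, only a lower bound of the change in means can be given. The mean was at least 7.74-fold higher in micro-EMB over the paper's 33 samples (adjusted p = 0.03, edgeR with Benjamini-Hochberg adjustment), at least 2.58-fold over the 39 that passed the quality control and at least 4.11-fold over all 42 (adjusted p = 0.0259, same edgeR test with Benjamini-Hochberg adjustment). The failed samples raised the bound over all 42, where the mean in micro-EMB was 28.0 CPM, against 17.6 CPM over the 39 without them. Over all 42 the median in micro-EMB, 6.335 CPM, was under the 6.82 CPM taken as the limit in conventional EMB. Its adjusted p-value from the same edgeR test with Benjamini-Hochberg adjustment was 0.103 over the 39 heart samples that passed the quality control, 0.148 without samples under 1000000 counted reads and 0.171 with blood content as a covariate. From its comparisons between devices and tissues, the paper concludes that the device leaves the gene expression of the tissue unaltered.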

Principal component analysis distinctly separated the samples (*n* = 44) into three groups corresponding to tissue type (Fig. 4a). 

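Principal components were computed on variance-stabilized counts of all genes with a count. Over the paper's 44 samples, the mean silhouette width of the 3 tissues on PC1 and PC2 was 0.562 (permutation of tissue labels, p = 1e-05, the smallest possible), on a scale where 1 is complete separation. In this set, 2 of the 44 samples lay nearer to another tissue than to their own. On the 500 most variable genes it was 0.861, with 0 samples nearer to another tissue (p = 1e-05, the smallest possible). With the 7 samples that cluster with blood included, the width over the 51 samples was 0.0476 (permutation test, p = 0.0739). Over all 54 samples it was -0.102 (permutation test, p = 0.329), and 39 samples lay nearer to another tissue. Blood stayed apart in these larger sets, with a width of 0.951 over the 51 samples and 0.910 over the 54, while the width was -0.0870 and -0.301 in heart and 0.0184 and 0.281 in skeletal muscle. On the 500 most variable genes the width over all 54 samples was 0.565. It was -0.223 on log2 CPM, -0.145 on genes that passed filterByExpr and -0.204 without the 7 samples that cluster with blood.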

A heatmap of the top 5 differentially expressed genes for each tissue type shows homogenous expression within tissue types (Fig. 4b). 

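Genes higher in 1 tissue than in the mean of the other tissues were counted at a log2 fold change above 1, an adjusted p-value under 0.1 and a mean count above 10, the paper's limits for blood genes. The mean of the other tissues was taken on the log2 scale, with equal weight for each. Over the paper's 44 samples there were 1529 such genes in blood, 2202 in skeletal muscle and 2773 in heart. Of the blood genes, 798 are in the paper's list. Over all samples the numbers were 1353, 1855 and 2430. Pooling the other tissues as one group moved the number most, to 376 genes for skeletal muscle over all samples.
Over all samples, the gene with the smallest adjusted p-value for blood was ENSSSCG00000017022. Over the 44, ENSSSCG00000013568 had a smaller one (1.72e-13 against 5.75e-11, edgeR with Benjamini-Hochberg adjustment). For ENSSSCG00000017022, the normalized count was 1242 ± 420.2 CPM (SD, n = 6) in blood, 5.08 ± 4.45 (SD, n = 5) in skeletal muscle and 19.7 ± 16.9 (SD, n = 33) in heart samples of the 44. The log2 fold change was 6.89 (standard error 0.74) over the 44 samples and 6.83 (standard error 0.81) over all samples. For skeletal muscle the first gene over all samples was ENSSSCG00000012591, with 1653 ± 63.6 CPM (SD, n = 5) in muscle and 99.6 ± 55.5 (SD, n = 33) in heart samples. The log2 fold change was 7.67 (standard error 0.43) over the 44 samples and 7.50 (standard error 0.68) over all samples. Blood, with 0.620 ± 0.621 CPM (SD, n = 6), weighs as much as heart in this value, which is not the change against heart alone. With the other tissues pooled it was 4.30 over all samples. For heart the first gene over all samples was ENSSSCG00000023031, with 10039 ± 5444 CPM (SD, n = 33) in heart and 12.9 ± 6.98 (SD, n = 5) in muscle samples. Its log2 fold change was 11.80 (standard error 0.74) over the 44 samples and 11.35 (standard error 1.04) over all samples. Blood had 0.489 ± 0.804 CPM (SD, n = 6), so this value is not the change against muscle alone.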

The top loadings of the first three principal components (*PC1 – PC3*) were related to blood, skeletal muscle and cardiac muscle functions, respectively (Fig. 4c).

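PC1 to PC3 held 25.2%, 12.9% and 7.75% of the variance over all genes in the paper's 44 samples. Over the 500 most variable genes of these samples they held 54.8%, 20.6% and 8.99%. In all 54 samples, over all genes, the shares were 20.4%, 15.9% and 11.0%. Loadings were not compared by gene name, since the files pair a name with an identifier for 72 genes only.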

**Figure 4:**
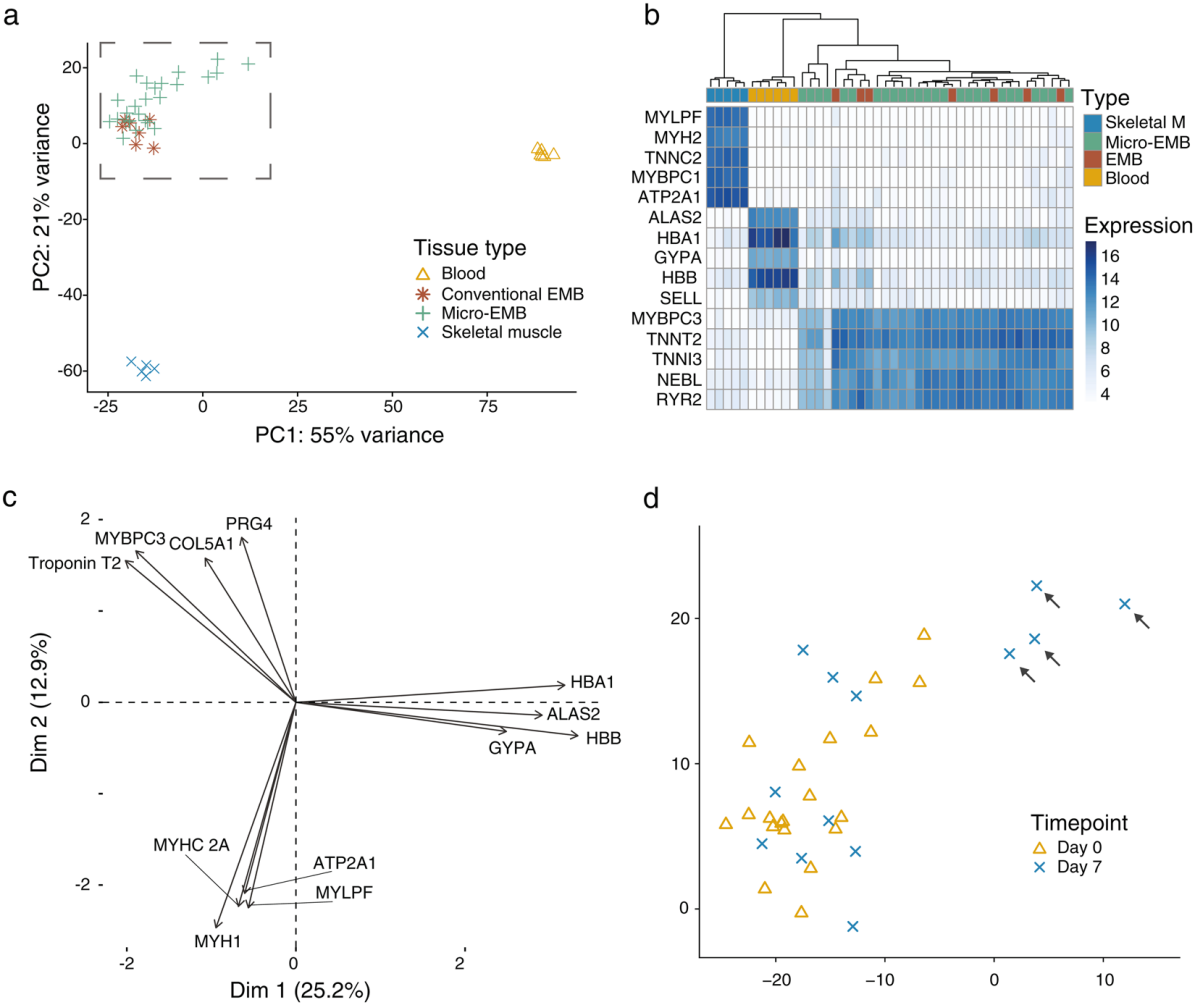
Transcriptomics of micro-EMB samples (*n* = 5 animals). (**a**) PCA plot of gene expression. Each point represents a sample (*n* = 44). Plotting of PC1 and PC2 shows separation of all three tissue types. Conventional EMB samples and micro-EMB samples cluster together, indicating high similarity. All genes apart from ribosomal RNA and mitochondrial genes were included (*n* = 25114). (**b)** Heatmap showing relative expression (normalized and transformed) of top 5 differentially expressed genes in each cluster. (**c**) PCA loadings plot shows top four weighing genes in PC1, PC2 and PC3, respectively. The genes are related to blood, cardiac muscle and skeletal muscle function. (**d)** Magnification of dashed rectangular area in (**a**). Four micro-EMB samples (black arrows) were markedly different from the other samples. Coloring and shaping based on timepoint for sampling shows that these four samples were all sampled on follow-up, indicating peri- or postprocedural cause. Gene expression comparison showed upregulation of genes related to “collagen fibril formation” and “wound healing”.

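Among the 26 micro-EMB samples of the 44, the 4 marked in Fig. 4d were identified as those with the highest PC1 on the 500 most variable genes, samples 8, 22, 36 and 52. They came from 4 pigs, 4 of 4 at follow-up. Their PC1 scores lay between 1.41 and 12.0, and the highest of the other micro-EMB samples was -6.41. Over all 26, follow-up samples (n = 11) lay 4.26 higher on PC2 than baseline samples (n = 15) in a permutation of timepoints within pigs (p = 0.0752). On PC1, an axis chosen after PC2 had been tested, the follow-up samples lay 8.49 higher (same permutation test, p = 0.0239). Since the 4 samples were picked by the paper on these axes and are all from follow-up, this second test is not independent of that choice. Of the follow-up samples, 10 of 11 lay above the baseline median on PC1 and 8 of 11 on PC2. On components over all genes of the 44 samples, the differences were 5.91 on PC2 (permutation test, p = 0.698) and 10.4 on PC1 (permutation test, p = 0.0395). The samples that cluster with blood and the failed ones were then included, on the 500 most variable genes. The differences over all 54 samples were 6.53 on PC2 (permutation test, p = 0.0325) and 2.88 on PC1 (permutation test, p = 0.657). From the timepoint of the 4 samples, the paper proposes a cause during or after the procedure.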

The micro-EMB samples showed higher variation compared to conventional EMB (Fig. 4d). 

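The variation was measured as each sample's distance to the mean of its device on PC1 and PC2 over all genes. In the paper's 44 samples the distance was 31.7 ± 21.7 in micro-EMB (SD, n = 26) and 9.39 ± 4.16 in conventional EMB (SD, n = 7). The difference of 22.3 passed an exact permutation test of the device labels (two-sided p = 0.0327). In the 26 micro-EMB samples, Pearson's r of the distance over all genes was -0.45 with the number of counted reads, -0.69 with blood content and -0.60 with the number of expressed genes, and Spearman's rho was -0.529, -0.392 and -0.320. The 3 values of r passed an adjusted p-value of 0.05 in permutation tests with Benjamini-Hochberg adjustment, and the 3 of rho did not. Blood content was the mean log2 CPM of the paper's blood genes, which is also low where few genes are detected. On the 500 most variable genes the difference in spread was 5.50 (exact permutation test, p = 0.07). Over all 42 heart samples the distance was 40.9 ± 41.0 in micro-EMB (SD, n = 32) and 58.9 ± 35.5 in conventional EMB (SD, n = 10), so that the difference of -18.0 had the opposite sign (permutation test, p = 0.343). Over the 39 that passed the quality control it was -32.5 (permutation test, p = 0.0475). Among the samples left out of the 44, the distances over all heart samples were 99.4, 128.6 and 140.0 for the failed samples 9, 10 and 21. For those that cluster with blood they were 85.2, 181.9 and 48.7 in micro-EMB samples 4, 19 and 44, and 83.2, 82.5 and 143.7 in conventional EMB samples 3, 38 and 55. Within pigs 4491 and 4494 alone, the difference was 4.36 over the paper's samples on the 500 genes (exact permutation within pigs, p = 0.17) and -3.26 over all samples and genes (permutation within pigs, p = 0.889).

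**Figure D3:**
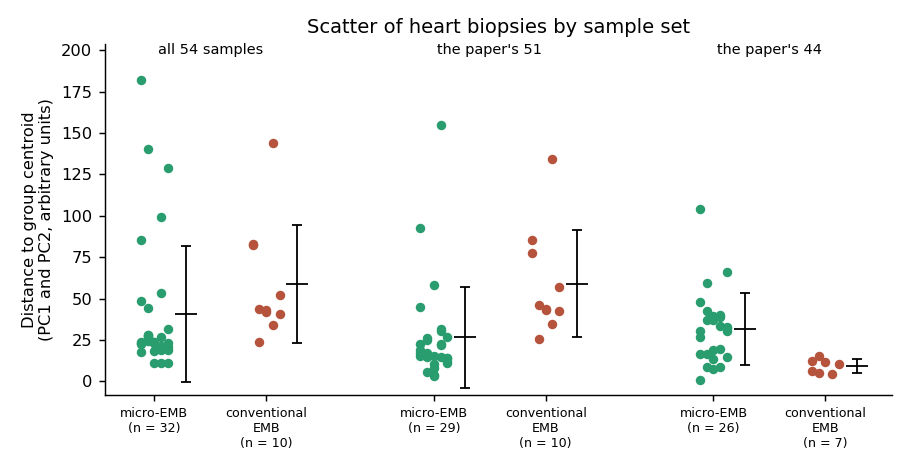
Distance of each heart biopsy to the mean position of its device on PC1 and PC2, for all 54 samples, the paper's 51 and the paper's 44. Points are samples and bars give the mean and SD. Mean distances are larger for conventional EMB over the 54 and the 51 samples, and larger for micro-EMB over the 44.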

To understand whether this was due to a technical or biological factor, the four outlier micro-EMB samples (as indicated in Fig. 4d) were compared with the micro-EMB samples with high similarity to the conventional EMB samples (*n* = 14). 

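The 14 samples of this comparison were identified as those with the lowest PC2 among the other 22 micro-EMB samples, 10 from baseline and 4 from follow-up. Both groups were chosen by the paper on gene expression, so the number of differentially expressed genes between them is not a test of the difference. With the identified samples, DESeq2's log2 fold changes for the genes in the paper's inflammatory and macrophage lists differed from the paper's by at most 2.4e-07. DESeq2 at an adjusted p-value under 0.05 and a log2 fold change past 1 gave 717 genes higher and 1005 lower in the 4. Using edgeR, 640 genes were higher, and 592 of them were among the 717. The samples between the groups, 5 from baseline and 3 from follow-up, were excluded by the paper on their appearance in the PCA plot (Table 2). Against these 8 and the 14 together, 117 genes were higher and 574 lower. Against all 28 other micro-EMB samples, 12 were higher and 279 lower.
Fibronectin (FN1, ENSSSCG00000016174), from the paper's inflammatory list, had a normalized count of 18068 ± 11799 CPM in the 4 (SD, n = 4) and 1529 ± 1464 in the 14 (SD, n = 14). Its log2 fold change was 3.58 (standard error 0.74, adjusted p = 3.17e-05, DESeq2 with Benjamini-Hochberg adjustment). In sample 22 of the 4 the count was 1589, inside the range of the 14. In the 8 samples between, the counts were 34989 in sample 34, 9728 in sample 17, 5263 in sample 26, 2830.0 in sample 39, 2739 in sample 16, 2157 in sample 45, 1355 in sample 29 and 1175 in sample 30. In the micro-EMB samples outside the 44 they were 8346 in sample 44, 311.6 in sample 19, 200.2 in sample 10, 131.2 in sample 9, 49.5 in sample 4 and 0 in sample 21. Against the 22 others of the 44 the log2 fold change of FN1 was 2.28 (standard error 0.81, adjusted p = 0.0731), and against all 28 others 2.38 (standard error 0.98, adjusted p = 0.277), both from DESeq2 with Benjamini-Hochberg adjustment, so the call did not hold in the larger sets.

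**Figure D4:**
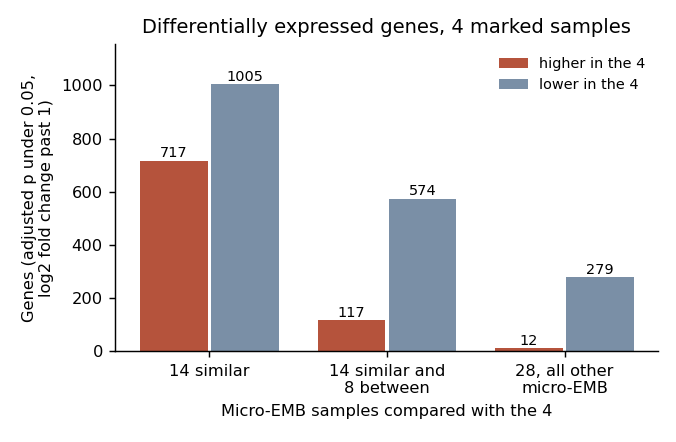
Number of genes higher and lower in the 4 marked micro-EMB samples, from DESeq2, against 3 sets of other micro-EMB samples. Bars show 717 and 1005 genes against the 14 similar samples, 117 and 574 against the 22 others of the 44, and 12 and 279 against all 28 others.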

The four micro-EMB samples showed a higher expression of genes related to “collagen fibril organization” (adjusted p = 0.00001) and “wound healing” (adjusted p = 0.04), among other biological processes (Table 2, Supporting File S3). To look for signs of inflammation, we extracted the fold changes and corresponding p-values of 58 inflammatory genes as well as 22 macrophage related genes. Only 9 of 58 inflammatory genes and 1 of 22 macrophage related genes were upregulated (Supplemental files S4 and S5). 

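In the 4 against 14 samples, 9 of the 58 inflammatory genes were higher and 2 lower at an adjusted p-value under 0.05, as were 1 and 1 of the 22 macrophage genes (DESeq2 with Benjamini-Hochberg adjustment). The log2 fold changes were 5.22 for LGALS3 (standard error 1.17), 4.36 for CHI3L1 (standard error 1.21) and 3.54 for NR4A2 (standard error 1.14). They were between 1.11 and 3.68 for REL, IL1R1, TGFB1, TNFRSF1A, PLOD1 and ENSSSCG00000017920, and fell by 1.76 for ANGPT2, 2.14 for PDE4D and 3.97 for MR1. The normalized count of LGALS3 was 429.7 CPM in sample 8 and 389.9 in sample 22, but 10.1 in sample 52 and 0.976 in sample 36. For CHI3L1 it was 241.0 CPM in sample 52, but 18.2, 9.07 and 0 in samples 8, 22 and 36. The lower values lay inside the range of the 14, whose highest were 14.1 for LGALS3 and 19.9 for CHI3L1. Against the other 22 micro-EMB samples of the 44, 4 inflammatory genes and 0 macrophage genes were higher. Against all 28 others the numbers were 0 and 0.
With follow-up compared to baseline in place of these groups, over the paper's micro-EMB samples, 0 of 58 inflammatory genes were higher in edgeR's test adjusted over all genes and 0 when adjusted over the list alone. Over all 32 micro-EMB samples the numbers were 0 and 1. Of the 58 genes, 43 had a positive fold change over the paper's samples and 47 over all. At an unadjusted p-value under 0.05, 6 were higher and 1 lower over the paper's samples, and 5 higher and 0 lower over all. Among the 22 macrophage genes, 12 were positive over the paper's samples and 19 over all samples, with 0 past either adjustment. With an unadjusted p-value under 0.05 there was 1, higher at follow-up, over the paper's samples and 0 over all samples. In the smaller set the direction of MR1 changed, from a log2 fold change of 0.61 over all samples to -0.11.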

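Follow-up and baseline micro-EMB samples were also compared as labelled, with pig as a covariate. Over the paper's 26 samples (11 and 15), 0 of 13062 genes were differentially expressed, and 666 had an unadjusted p-value under 0.05. Over all 32 (12 and 20), 2 of 13060 were higher at follow-up and 0 lower, and 542 had an unadjusted p-value under 0.05. The micro-EMB samples not used in the smaller set were samples 4, 9, 10, 19, 21 and 44. The number moved most without a pig covariate, to 18 genes.
The first of the 2 genes, ENSSSCG00000009361, had a normalized count of 4147 ± 4586 CPM at follow-up (SD, n = 12) and 338.0 ± 326.3 at baseline (SD, n = 20). Its log2 fold change was 3.51 (standard error 0.65, adjusted p = 0.00433, edgeR with Benjamini-Hochberg adjustment), with 11 of 12 follow-up samples above the baseline median. Over the paper's samples it was 3.24 (standard error 0.64, adjusted p = 0.14 from the same edgeR test with Benjamini-Hochberg adjustment). ENSSSCG00000009004 had 161.5 ± 287.8 CPM at follow-up and 10.9 ± 39.9 at baseline, where no read was counted on it in 16 of 20 samples. The highest baseline sample had 178.1 CPM. Its log2 fold change was estimated at 7.75 (standard error 1.33, adjusted p = 0.00172) over all samples and 7.87 (standard error 1.58, adjusted p = 0.14) over the paper's. Both are from edgeR with Benjamini-Hochberg adjustment. The estimate over all samples exceeds the log2 ratio of the means above, so the size of the change in ENSSSCG00000009004 is not settled. Without samples under 1000000 counted reads, the adjusted p-values of both genes, from the same edgeR test with Benjamini-Hochberg adjustment, were 0.992 and 1.
FN1 had a log2 fold change of 2.30 (standard error 0.63, adjusted p = 0.51) over the paper's samples and 2.99 (standard error 0.70, adjusted p = 0.153) over all, from edgeR with Benjamini-Hochberg adjustment. Over all samples it was called higher at follow-up with DESeq2 (adjusted p = 0.00828, Benjamini-Hochberg adjustment), and in edgeR with the same adjustment without the filter on low counts (adjusted p = 0.000172), without pig in the model (0.00476) and without pig 4494 (0.0151). Its normalized count at follow-up was 11792 ± 12501 CPM (SD, n = 11) over the paper's samples, against 1613 ± 1268 at baseline (SD, n = 15). The count was above the baseline median in 9 of 11 follow-up samples, and its mean was higher at follow-up in 3 of 4 pigs. Over all samples these were 10 of 12 samples and 4 of 4 pigs.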

All the four micro-EMB samples were obtained at follow-up, i.e. on day seven (Fig. 4d).

**Table 2:** Gene Ontology enrichment analysis of differentially expressed (DE) genes between outlier samples (*n* = 4) obtained at day 7 of follow-up and samples similar to conventional controls (*n* = 14). Intermediate samples, based on PCA plot appearance (Fig. 4d), were excluded to increase contrast in the comparison. The analysis shows enrichment of processes related to collagenization and response to injury, perhaps indicating that outliers represent resampling of a lesion created from a previous biopsy.

Biological process	Number of genes	Expected number of genes	Fold enrichment	P-value (adjusted)
Collagen fibril organization (GO:0030199)	12	0.93	12.88	0.00001
Response to hypoxia (GO:0001666)	17	3.23	5.26	0.0008
Wound healing (GO:0042060)	18	4.92	3.66	0.04

Halloran *et al*. have previously identified 453 transcripts that were upregulated in rejection of human kidney and heart transplants^11^. From these 453 rejection-associated transcripts, we derived 301 ortholog pig genes. We tested visually whether these genes were similarly expressed between micro-EMB and conventional EMB samples. A scatterplot of average gene expression in both groups showed a similar relative expression between the groups (Fig. 5).

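Across 20346 genes, the mean variance-stabilized expression of micro-EMB and conventional EMB in the paper's 44 samples had a Pearson's r of 0.968 and a Spearman's rho of 0.952. Genes are not independent replicates, so no p-value is given. Over all heart samples r was 0.966 and rho 0.953. With each conventional EMB sample left out in turn, r stayed between 0.965 and 0.969 over the paper's samples and between 0.9613 and 0.9699 over all. For comparison, the means of the odd-numbered and the even-numbered micro-EMB samples correlated at 0.978 over the paper's samples and 0.969 over all. Over all samples of pigs 4491 and 4494 these means correlated at 0.893, lower than the 0.961 between devices there. The odd-numbered micro-EMB samples of these pigs were only samples 15, 19, 21 and 39. Of these, sample 21 failed and sample 19 clusters with blood. The 0.893 therefore does not show that the devices are more alike than micro-EMB samples are among themselves. The mean expression differed by more than 1 on the log2 scale in 835 genes, or 4.10%, over the paper's samples and in 237 genes, or 1.13%, over all heart samples. On log2 CPM over all heart samples it did so in 2204 genes, or 10.5%. Restricting to genes that passed filterByExpr moved r most, to 0.952 over all samples. The rejection-associated genes were not analysed separately here.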

**Figure 5:**
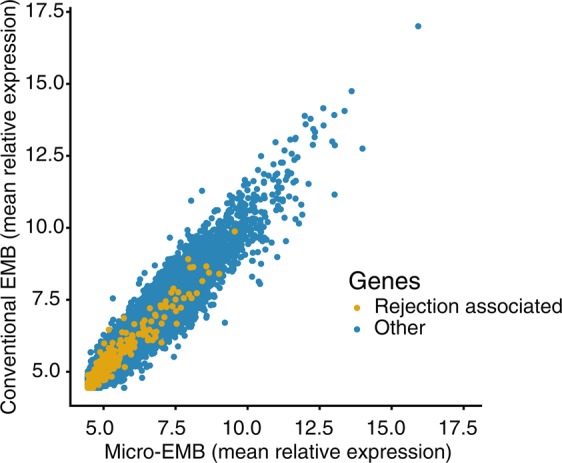
Relationship between relative expression (transformed and normalized) of all genes in micro-EMB and Conventional EMB group (*n* = 5 animals). Rejection associated genes are colored in yellow. The plot shows distinct linear correlation for all genes, including rejection associated genes.

### Safety

During the development process of the device, various device iterations were evaluated in non-follow up *in vivo* experiments in 23 swine. One animal was sacrificed before the set end point of the experiment due to hypoxia. Necropsy revealed a pig bronchus configuration, causing bronchial endotracheal intubation. No animals suffered acute vascular or cardiac complications requiring treatment beyond the routine administration of amiodarone. In the follow-up safety study of the final device design, none of the animals (*n* = 3) had intra-operative complications during the procedures, apart from transient ventricular arrhythmias that did not require any intervention. All animals were successfully woken up and showed normal post-operative behavior. Transthoracic echocardiography at baseline and follow-up showed no measurable pericardial effusion, no aortic or mitral regurgitation and visually no abnormal regional myocardial thickening in any of the animals (Table 3). Left ventricular ejection fraction (LVEF) did not deteriorate between baseline and follow-up. On necropsy, all animals had small amounts (<10 ml) of blood-tinged pericardial effusion. There were small visible lesions on the ventricle wall, and sometimes surface of the heart, at the sites of biopsy attempts. There were no macroscopic signs of infarction or ventricular rupture on gross examination of the heart.

**Table 3:** Transthoracic echocardiography in the safety-evaluation group, performed on baseline (day zero) and follow-up (day seven). Left ventricular ejection fraction (LVEF) was not deteriorated. There was no overall thickening of the septal wall, measured in short axis view. There was no measurable pericardial effusion (Pex), aortic regurgitation (AR) or mitral regurgitation (MR).

Animal ID	Timepoint	LVEF (%)	Wall thickness (mm)	Pex	AR	MR
1	Baseline	59	8	0	0	0
	Follow-up	65	9	0	0	0
2	Baseline	66	10	0	0	0
	Follow-up	72	9	0	0	0
3	Baseline	55	8	0	0	0
	Follow-up	72	6	0	0	0

## Discussion

EMB analysed with classical histopathology remains the gold standard for diagnosis of several cardiac diseases, yet its use is being limited by low diagnostic yield and inherent risks with the procedure. Here, we present a novel biopsy device with a cutting portion of 0.4 mm, which is significantly smaller and more flexible compared to present biopsy devices measuring 6.8 mm (a 7 F device in the opened position, Fig. 1b). The reduced size of the device makes it less traumatic to the myocardium, endocardium as well as heart valves, and enables greater steerability. By design, the tip of the device enters the true myocardium like a needle before the tissue sample is collected. This design feature avoids the tearing of a larger tissue including endocardium, as in conventional EMB (see Fig. 1c). The 0.9 mm (2.7F) micro-catheter housing our device, coupled with an angled 1.33 mm (4F) guide catheter, enables targeted sampling from large parts of the myocardium of both RV and LV. Overall, these features of micro-EMB can potentially increase diagnostic yield as well as reduce complication risks, particularly in the case of repeated sampling such as in transplant monitoring.

Due to the reduced dimensions of the device, one aim was to test the consistency and quality of the resulting molecular data. Our results show that a majority of the biopsy attempts (81%) were successful based on the initial visual assessment. Of the sequenced micro-EMB samples in this study, the vast majority yielded high quality RNA-seq data (91%). Apart from sequencing quality, blood contamination affected the gene expression signatures of both some micro-EMB samples and controls, which were excluded. For future applications, measures can be taken to reduce blood contamination at time of intervention, such as washing the sample in saline or a red blood cell lysing buffer prior to snap freezing. Alternatively, bioinformatic methods can be used to correct for the blood contamination. The latter was not attempted in this study, as it could have compromised the interpretability of the results. In the clinical setting, multiple sample replicates are advisable for reliable histological diagnosis and molecular biology analysis. Typically, 5-10 samples are recommended for conventional EMB^1^. Our results suggest a smaller number of samples for the developed micro-EMB which, in addition, is significantly less traumatic. Conversely, since the trauma of each biopsy is smaller, the total number of biopsies taken in a session could be increased with micro-EMB, to attempt a greater diagnostic yield by sampling a larger area of the ventricular myocardium.

The gene expression comparison confirmed that the micro-EMB device reliably samples myocardial tissue. The reduced dimensions of the micro-EMB device did not seem to generally influence the gene expression signatures, as compared to conventional EMB samples. However, there was a larger variation within the micro-EMB samples. The 4 separated micro-EMB samples, all obtained at the follow-up sampling on day 7, showed upregulation of genes related to collagenization and wound healing. Most likely, these samples were taken from a region of focal injury caused by repeated sampling from the same region (a situation that could be avoided when using the micro-EMB device since it is easily steerable). An alternative explanation to the increased expression of collagen-related genes could be erroneous sampling of endocardium, particularly since there were few signs of inflammation in these samples. Regardless of the cause, this finding emphasizes the necessity of varying the sampling location in a clinical scenario as well as obtaining a correct penetration depth. In both these aspects, the micro-EMB device provide useful advantages compared to a conventional EMB device. For instance, in a clinical scenario where fibrosis is anticipated, the penetration depth could be increased to ensure that the device samples deep myocardial wall tissue, rather than endocardial fibrosis. This variable sampling depth is a unique feature of the device.

Efforts have already been made to deploy transcriptomic analyses on conventional EMB specimens for diagnosis of transplant rejection^11–13^. To give an indication of diagnostic performance of our micro-EMB procedure, we examined whether disease relevant genes were similarly expressed in conventional EMB and micro-EMB samples. The results showed that the average expression of all genes was highly concordant between the two groups, including the rejection associated genes (Fig. 5). This finding indicates that the reduction of sample size does not affect the relative expression of disease relevant genes, and that the diagnostic capabilities are retained despite the size reduction. However, classical histopathology still remains the gold standard for diagnosis of most cardiac diseases and transplant rejection. The usefulness of micro-EMB depends on the concurrent development of molecular diagnostic methods such as transcriptomics, proteomics or other methods that do not require large tissue samples. Important work has already been done in this field regarding transplant rejection, for instance with the development of the MolecularMicroscope^14^, as well as recent explorations of the role of microRNAs in rejection^15–17^.

Our 7-day follow-up safety group (*n* = 3), suggests that the method is safe, despite a relatively high number of biopsies per animal and session. The small OD of the device, as well as design features to limit tissue penetration depth, contribute to the safety. The pulling mechanism of the device secures the tissue sample upon retraction, preventing embolization. The complication risk from tissue trauma is most likely much lower in micro-EMB compared to conventional EMB, since the cutting portion of the device is significantly smaller. As shown, the endocardial lesion after a micro-EMB is smaller than from conventional EMB (Fig. 1c), which should reduce the risk for thrombocyte aggregation, thrombus formation, and possible embolization to the brain. As the dimensions are reduced, the risk of damaging heart valves should also be reduced, since smaller and more flexible guide catheters can be used to house the device. We found no mitral or aortic regurgitation after micro-EMB, a common indicator of valve injury.

This study was mainly performed to evaluate the technical and analytical feasibility, as well as safety, of the novel method. Consequently, the ability to diagnose transplant rejection or other disease states was not directly studied. Other authors are investigating the capabilities of transcriptomic analysis on heart muscle tissue^12,18^. It is still not known what role heart tissue based (in contrast to blood based) RNA-seq analysis will play in future diagnostics. In transplant monitoring, there will most likely be a need of heart tissue based diagnostics, despite recent attempts to reduce the need of invasive heart biopsies by the use of blood based tests such as AlloMap or cell-free DNA^19,20^. In this context, the novel micro-biopsy device may play an important role as a less invasive alternative to conventional EMB, which was developed decades ago with histopathological analyses in mind. Outside the heart transplantation field, direct myocardial tissue analysis may be of great interest for research and diagnostics in other circumstances such as unexplained heart failure, where currently EMB has a poor risk-benefit ratio. Apart from reducing the risks, the novel device might also increase the diagnostic yield due to the superior flexibility and steerability of the device. For instance, imaging guidance could be used with the micro-EMB procedure for targeting patchy cardiac disease such as in amyloidosis, myocarditis and transplant rejection^21–25^. Conversely, there will probably be some cardiac diseases for which molecular analyses will be unable to detect disease. In these cases, histology may remain the preferred method, and therefore disqualifying the use of a micro-EMB device. For other cardiac disease states, improvements in peripheral blood molecular analyses (“liquid biopsy”) or non-invasive imaging may also make tissue based diagnostic methods redundant. Therefore, we believe micro-EMB will not have a role in scenarios such as ischemic heart disease, uncomplicated heart failure or long-term follow-up of low risk heart transplant patients.

As in all animal studies, the difficulties in clinical translation must be considered. There are known differences between human and swine in their cardiac conduction systems^26^ and hemostasis^27^. There could also be differences in tolerance to myocardial provocation as well as other unknown factors relevant for safety evaluation. The follow-up safety trial featured relatively few animals, despite a large total number of biopsies. However, the device development process featured a larger number of animals (*n* = 23), and while the final device design was not studied in all of them, the development iterations were all similar with respect to overall size and mechanism of tissue penetration, indicating the safety of the method.

In conclusion, this novel technique for endomyocardial biopsy coupled to RNA-seq of small myocardial samples, is an important step towards less invasive access to myocardial gene expression, applicable to transplant monitoring and a wide variety of cardiac diseases. The micro-biopsy device could potentially replace current biopsy devices, to offer increased diagnostic yield and accuracy. Compared to conventional methods, the technique is less traumatic and may have a lower risk of complications, while allowing greater steerability to reach specific targets in both the right and left side of the heart.

## Methods

### Experimental design

The purpose of this study was to design a smaller, more steerable, and less traumatic endomyocardial biopsy (micro-EMB) device able to consistently sample tissue of sufficient quality for RNA-sequencing analysis. The study was divided into two main parts: development and optimization of the method; and evaluation of the method in an *in vivo* follow-up series in swine (Supporting Fig. S1).

In the first part, the device prototypes (*n* = 65) were designed, constructed, and evaluated in-house, either in an *ex-vivo* simulator or in acute non-survival pig experiments (*n* = 23). The samples that were collected in the *in vivo* trials were used to test and optimize RNA isolation protocols.

Then, a longitudinal study of six animals was performed to evaluate device performance, sample quality and safety. The animals were studied at day 0 and day 7. Animals were enrolled consecutively and were allocated to experimental groups before arrival to the animal housing facility and before the first intervention in each animal. The animals were divided into two groups, prioritizing sampling performance and safety measurements, respectively. The number of animals (*n* = 6) was selected to reach three individuals in each group. For the first three animals, a variety of sample types were collected, including conventional heart biopsies. For the following three, sampling was performed only by taking micro-biopsies to prioritize safety evaluation. RNA was sequenced on a subset of samples (*n* = 32), selected to represent micro-biopsies of all sizes from both timepoints (see Supplemental Data File S1 for complete description). Peripheral blood and skeletal muscle samples from the groin were sequenced for use as contrast in subsequent analyses. Primary safety endpoints were prospectively selected as death or signs of severe illness. Secondary endpoints included symptoms of cardiac disease or complications, including decreased left ventricular ejection fraction, tamponade and significant pericardial effusion, myocardial infarction, and arrhythmias.

### Ethical considerations

All research was conducted in accordance with national and local guidelines for Sweden and Karolinska Institutet respectively. All animal experiments had ethical approval from the local ethics committee (Stockholms Norra Djurförsöksetiska Nämnd, Stockholm, Sweden) and were performed in accordance with ‘Principles of Laboratory Animal Care’ formulated by the National Society for Medical Research and the ‘Guide for the Care and Use of Laboratory Animals’ prepared by the Institute of Laboratory Animal Resources and published by the National Institutes of Health.

### Micro-biopsy device prototyping and *ex vivo* evaluation

The device design was iteratively developed and manufactured in house. Different prototypes were iteratively designed, prototyped and tested *ex vivo* and *in vivo* to arrive at a final design with a cutting portion OD of 0.4 mm. The design features a movable bidirectionally cutting tip attached to a wire housed inside an OD 0.4 mm, circumferentially symmetric, cutting tube with a penetration depth-limiting radiologically visible flange. The tip extends beyond the cutting tube and can be advanced a limited distance coaxially in relation to the tube. The device penetration depth can be varied by altering the position of the radiopaque flange during manufacture. The average penetration depth used for the safety study was measured on a subset of devices (*n* = 9). The device is inserted into the ventricle wall until the flange abuts the wall. The tip is then advanced further into the tissue, rotated and retracted to cut and catch a sub-milligram piece of myocardial tissue. Fully advanced, the device tip will penetrate 1 mm into the ventricle wall beyond the initial penetration depth. A groove in the wire behind the cutting tip serves as a cradle for the harvested tissue, as it is withdrawn mostly into the tube, wedging to the cutting edge of the tube. The circumferentially symmetric cutting edge of the tube makes any orientation of the movable cutting tip possible while still obtaining samples. The device can then be removed without losing the tissue piece or contaminating it. *Ex vivo* evaluation was performed using direct puncture of post-mortem myocardium using the micro-EMB device. Tissue yield was evaluated with microscopy directly after extraction. Selected samples were inspected with basic histology. Some prototypes were tested in a custom-made simulator constructed from polyethylene tubing and an acrylic glass chamber, simulating blood vessel- and cardiac ventricle anatomy.

### *In vivo* evaluation

The most promising device prototypes were tested in non-follow up animal experiments, in a total of 23 naïve, adult, mixed-gender, Yorkshire-Swedish farm swine, weighing 37 (29–48.5) kg. Animals were pre-medicated with sedatives (intramuscular injection of tiletamin 2.5 mg/kg, zolazepam 2.5 mg/kg, medetomidin 0.1 mg/kg) and taken to a fully-equipped clinical angiography suite, intubated and mechanically ventilated while receiving standard surgical anesthetic care. Anesthestia was induced with i.v. propofol (20 mg) or i.v. sodium pentobarbital (120–180 mg) and maintained with sodium pentobarbital infusion (15–20 mg/kg/hour) or inhaled isoflurane (0.5–1.5%). Analgesia was achieved using i.v. fentanyl (100 µg/hour). Throughout intervention, the animals were monitored for complications using ECG, invasive blood pressure measurement, oxygen saturation, temperature, and urine production. Animals were treated with 75 mg amiodarone i.v., and an additional dose of 75 mg if the duration of the experiment surpassed 3 hours.

Early device prototypes were tested using transjugular access to the right ventricle using a 2.83 mm (8.5 F) deflectable sheath (Agilis NXT, Saint Jude Medical, Saint Paul, MI, USA). As prototypes were improved and miniaturized, devices were tested in both ventricles with access from the femoral artery and vein, respectively, and eventually only in the left ventricle (LV). All left ventricular biopsies were obtained using transfemoral approach. A 5F or 7F short sheath was used to gain access to the femoral artery, and a standard 1.66 mm (5F) or 1.33 mm (4F) straight diagnostic catheter (Torcon NB advantage, Cook Medical, USA) was used to access the LV.

The micro-biopsy samples were taken by advancing a 2.7F micro-catheter housing the biopsy device into the LV. In the LV, the micro-biopsy device alone was advanced into the myocardium. Inside the myocardium, the cutting tip of the device was advanced, rotated 180 degrees, and retracted to pinch off a tissue sample. The device was withdrawn together with the microcatheter to obtain the tissue. Conventional EMB samples were obtained using a standard endomyocardial forceps bioptome (3F or 5.2F Flexible Myocardial Biopsy Forceps, Cook Medical, USA or 6F Jawz Endomyocardial Biopsy Forceps, Argon Medical Devices, Frisco, TX, USA).

After retraction of the biopsy device, the samples were retrieved from the device by a single operator, with aid of a surgical microscope. The samples were graded by the operator on a semi-quantitative scale in the range 0–4, based on tissue size, appearance, and ease-of-handling. In short, complete lack of tissue in the device was designated as 0, and a large tissue protruding from the sampling pocket was designated as 4. The samples were stored in 0.2 ml PCR tubes and immediately put on dry ice.

At the end of experiment, animals were sacrificed using a lethal dose of sodium pentobarbital (100 mg/kg).

### Longitudinal evaluation of final device design

In 6 naïve adult female Yorkshire-Swedish farm swine, weighing 28.75 (27–31.9) kg, the micro-EMB device was evaluated during a 7-day follow-up period. Anesthesia and euthanasia was performed as described above. Micro-biopsy was either used as only intervention (*n* = 3) or in conjunction with conventional EMB (*n* = 3). Before and during follow-up, animals were housed in a dedicated large-animal housing facility with trained staff, with veterinarian supervision. The initial procedure (day 0) was performed as in the non-survival experiments described above, with the exception of using inhalation anesthetic (isoflurane) instead of sodium pentobarbital. Moreover, in addition to the intraoperative monitoring, transthoracic echocardiography was performed before starting the procedure on day 0 and day 7. Echocardiograms were performed using a VIVID E95 ultrasound machine with a M5S probe (GE Healthcare). The left ventricle was visualized from a left parasternal imaging window, in long axis and at mid ventricular level in short axis. Left ventricular ejection fraction (LVEF) was calculated by Teichholz’s formula. The indicated LVEF calculations are averages from three measurements. The aortic and mitral valves were visualized in parasternal and subcostal views.

The intervention consisted of 15 (12–17) micro-biopsies and three conventional biopsies (in the non-safety group only). After intervention, the animals were awoken from anesthesia and housed for seven days, receiving standard post-operative care, and monitored for complications. At day seven, a follow-up intervention was performed with 15 additional micro-biopsies (10 – 15) and three conventional biopsies (non-safety group only). At the end of day seven, the animals were sacrificed and the heart examined. A subset of samples was sequenced using RNA-seq. The subset of samples was selected in a way to achieve a mixture of sample scores (Supplementary file S1).

### Histological evaluation

Micro-biopsy samples obtained in the *in vivo* evaluation study were too small to reliably section onto slides, and had significant crush artifacts, making evaluation difficult. Instead, tissue pieces were placed directly on to microscope slides and compressed in a manner similar to the preparation of whole blood slides. Slides were stained using May-Grünwald-Giemsa, hematoxylin & eosin or immunfluorescence for troponin I using a mouse anti-swine primary antibody (ab19615, Abcam, Cambridge, UK) diluted 1:200 and donkey anti-mouse Alexa Fluor 488 secondary antibody (Invitrogen, Carlsbad, Germany) diluted 1:500, mounted with a DAPI counterstain (Invitrogen).

### RNA isolation and sequencing

RNA was isolated and sequenced from 54 samples of various tissue types and sizes (supplementary file S1). The samples were selected from five individual pigs in the longitudinal study. All samples were stored and processed in the same manner. For total RNA isolation, a modified version of Agencourt RNAdvance tissue kit (Beckman Coulter, Indianapolis, IN, USA) was used. The kit protocol was modified by reducing all reagent volumes to 1/13, due to the small sample sizes. In the homogenization step, the samples were vortexed and centrifuged with standard benchtop equipment. Any remaining bulk tissue, after homogenization, was discarded before proceeding with the protocol. The RNA isolation was performed in 11 different batches, in order to minimize bench-time for each sample. The samples were randomly assigned to each batch, using a random number generator in Microsoft Excel. After generation of gene expression data, as described below, the PCA plots were colored and shaped based on batch number to confirm that the expression patterns were not driven by batch effects. Libraries were prepared with the SMARTer Pico Stranded Total RNA-Seq Kit (Takara Bio Inc.), pooled and sequenced on the Illumina HiSeq platform (Illumina, San Diego, CA, USA) using 2×50 base pair reads.

### Statistics

Raw sequencing reads were trimmed with TrimGalore^28^, before mapping to the pig genome assembly Sscrofa10.2, using STAR RNA-seq aligner^29^. FeatureCounts^30^ was used to assign the reads to genes. All downstream analyses, starting from the gene count matrix, were performed using the R statistical computing language, version 3.4.1^31^. The number of genes expressed in each sample was calculated by converting the raw counts to counts per million (cpm), and calculating the number of genes that had a cpm value of 1 or higher. Gene counts were transformed and normalized with DESeq. 2^32^, using default settings. Upregulated genes in blood were selected with the following thresholds: log_2_ fold change > 1, adjusted p-value <0.1 and a base mean value > 10.

To examine the variation between the micro-EMB samples, the four micro-EMB samples indicated in Fig. 4d were compared with the micro-EMB samples that were similar to conventional EMB-samples (*n* = 14). Differential expression (DE) analysis was performed. Genes upregulated in the deviating micro-EMB samples were selected by using log_2_ fold change > 1, adjusted p-value <0.05 as threshold. The upregulated genes (*n* = 717) were tested for enrichment of biological processes by using the Gene ontology (GO) web interface using default parameters^33–35^. Bonferroni correction (default) was used to adjust p-values. To look for inflammatory and macrophage related genes more specifically, we obtained lists of characteristic genes from the literature^36,37^. We translated these genes to pig orthologs (Supplemental files S4 and S5) using Ensembl Biomart^38^. For these genes, we extracted the fold changes and associated statistics from the same DE analysis as already described.

To evaluate whether known disease relevant genes were captured by our method, we extracted allograft rejection associated transcripts (RATs) from the literature^11^. These transcripts were converted to swine, yielding 301 orthologs. The average relative expression of these genes, along with all other genes, was calculated and visualized (Fig. 5).

Descriptive statistics are presented as *median (range)* unless otherwise specified.

## Supplementary information

Supplementary information.

Supplementary information 2.

Supplementary information 3.

Supplementary information 4.

Supplementary information 5.

Supplementary information 6.

Supplementary information 8.

## Data Availability

All data associated with this study are available in the main text or the supplementary materials. The gene expression data have been deposited in NCBI’s Gene Expression Omnibus^39^, and are accessible through GEO Series accession number GSE124783 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124783).

# Supplementary material for: Myocardial micro-biopsy procedure for molecular characterization with increased precision and reduced trauma
**Source:** Sci Rep. 2020 May 15;10:8029. doi: 10.1038/s41598-020-64900-w
**Supplement:** Supplementary file 6 — Supplementary information 6.

# **Myocardial micro-biopsy procedure for molecular characterization with increased precision and reduced trauma**

## **Supplemental Data**

Rikard Grankvist<sup>1†</sup>, Arvin Chireh<sup>1†</sup>, Mikael Sandell<sup>1,3</sup>, Abdul Kadir Mukarram<sup>4</sup>, Nasren Jaff<sup>1</sup>, Ingrid Berggren<sup>5</sup>, Hans Persson<sup>6</sup>, Cecilia Linde<sup>7,8</sup>, Fabian Arnberg<sup>1,2</sup>, Johan Lundberg<sup>1,2</sup>, Martin Ugander<sup>9</sup>, Gioele La Manno<sup>10</sup>, Stefan Jonsson<sup>11</sup>, Carsten O. Daub<sup>4</sup>, Staffan Holmin<sup>\*1,2</sup>

† RG and AC contributed equally to this study.

## **Supplemental methods**

### **Histology**

Samples were placed directly on glass slides (Superfrost Plus, VWR, Radnor, PA, USA) and frozen. Slides were later air-dried, rehydrated with water and stained with either May-Grünwald-giemsa or hematoxylin-eosin (Histolab, Gothenburg, Sweden) according to manufacturer recommendations. Stained samples were mounted with DPX mountant (Sigma-Aldrich, St Louis, MO, USA), and imaged with brightfield microscopy using a Zeiss Axio Scope A1, and images were acquired using a microscope specific camera (AxioCam MRc5, Zeiss AB, Sweden).

### **Immunofluorescence**

Samples were placed directly on glass slides (Superfrost Plus, VWR, Radnor, PA, USA) and frozen. Slides were later air-dried, rehydrated in phosphate-buffered saline (PBS, Sigma-Aldrich, St Louis, MO, USA), fixed in 4% buffered paraformaldehyde for 10 min at room temperature (RT), rinsed in PBS and blocked with normal goat serum 15 ml/ml in 1% bovine serum albumin and 0.3% Triton X-100 in PBS (blocking buffer, all reagents from Sigma-Aldrich, St Louis, MO, USA). The primary antibody for troponin I at dilution 1:200 in blocking buffer (mouse anti-swine, ab19615, Abcam, Cambridge, United Kingdom) was added for incubation overnight at +4°C. In negative controls, slides were incubated with blocking buffer only. Sections were washed three times in PBS and incubated Alexa488 donkey anti-mouse (Invitrogen, Carlsbad, Germany) for one hour at RT. After washing three times in PBS, the cell nuclei were stained with DAPI (Sigma, Sweden), prior to mounting the slides using a PBS:glycerol (1:3) mixture. Evaluation of staining was performed by fluorescence microscopy using a Zeiss Axio Scope A1 and images were acquired using a microscope specific camera, AxioCam MRc5 (Zeiss AB, Sweden).

## Supplemental Figures

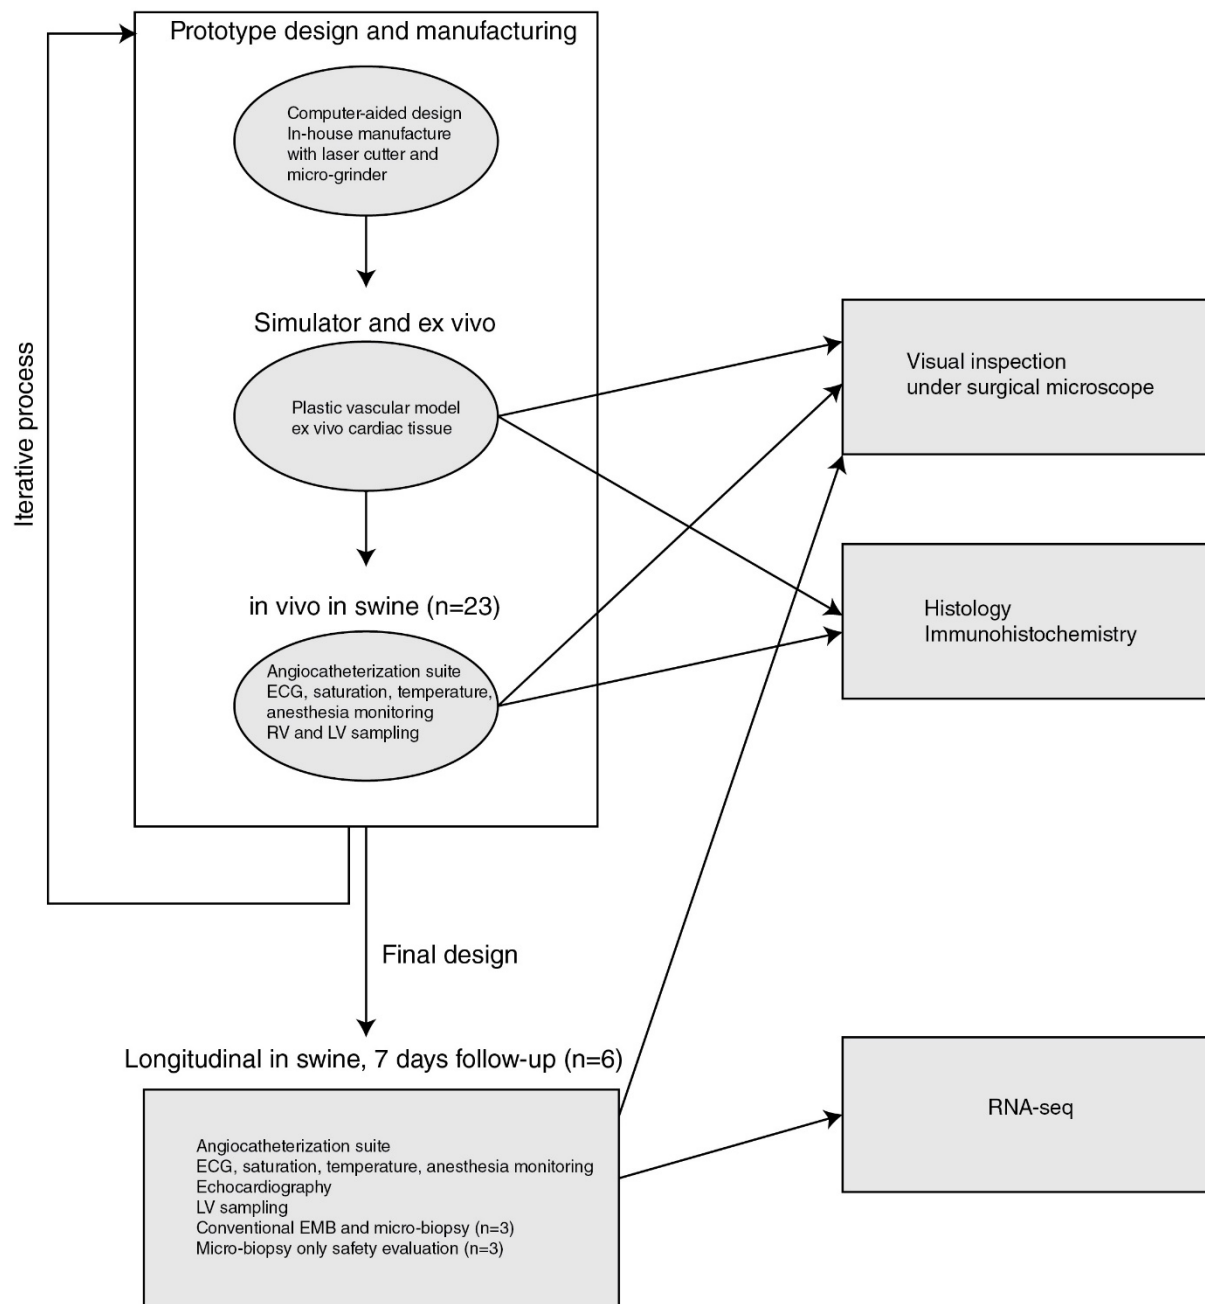

**Figure S1.** Experimental Design.

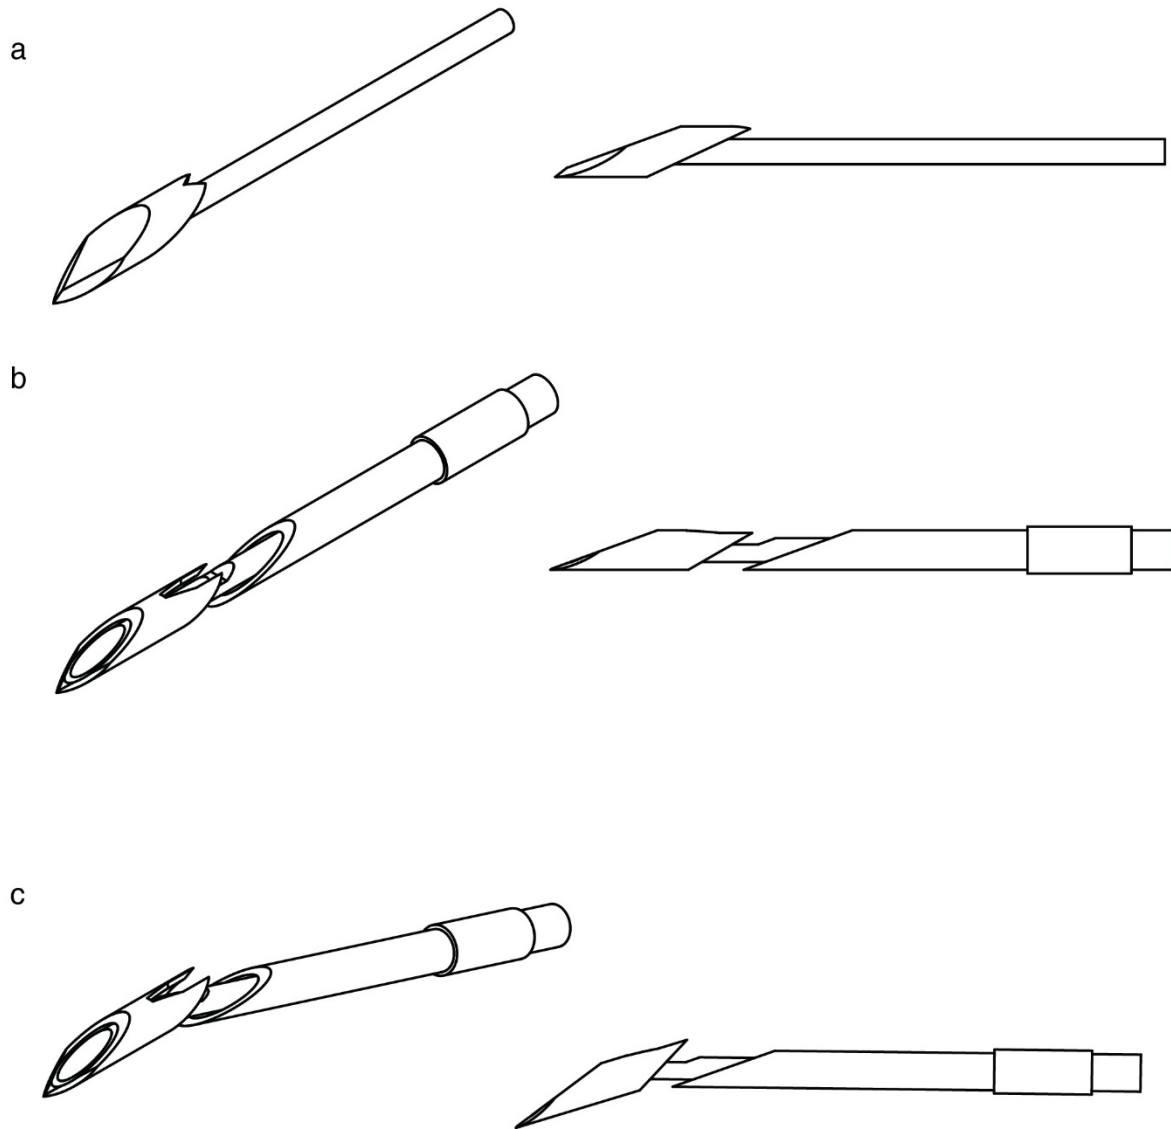

**Figure S2.** Select iterations of micro-EMB device design in chronological order. In design (A), shown without the cutting tube, there is no sample collection notch, and the cutout in the proximal end of the cutting head is smaller. In design (B), the notch has been added and the cutout is larger, but the cutting head is not angled in relation to the axis of the tube and wire. In design (C), the cutting head is angled, but the cutting tube is sharpened at an angle similar to the cutting head, later changed to the circumferential cutting tube (Figure 1A in the main article).

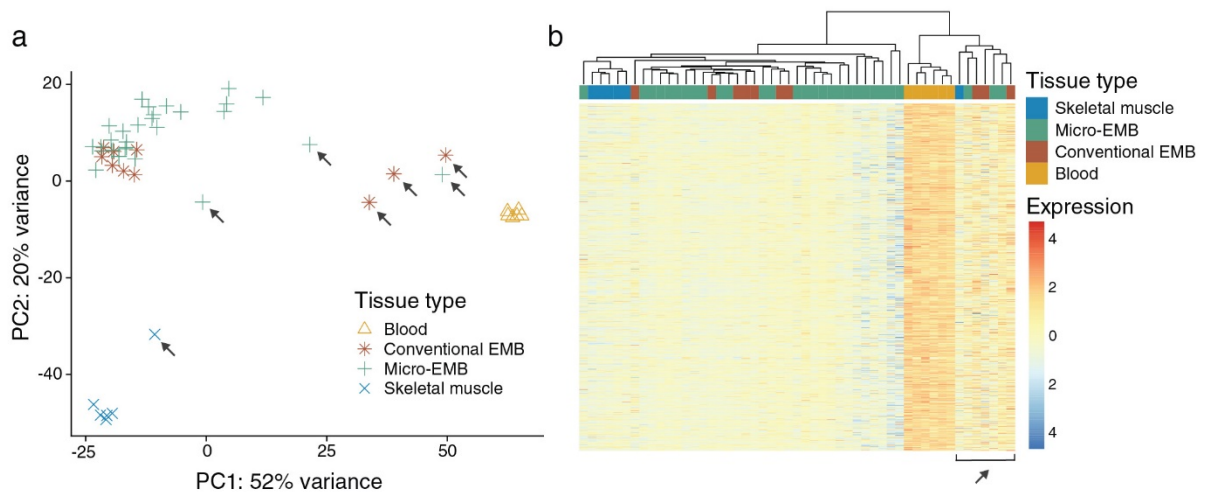

**Figure S3** Identification of blood contamination. **(A)** PCA plot of gene expression before exclusion of blood contaminated samples (n = 51). Seven samples (black arrows) deviate from their reference groups. **(B)** Gene expression heatmap for blood specific genes (n = 604). Expression values are scaled per row. The dendrogram shows hierarchical clustering based on sample-to-sample distances. The clustering algorithm separates the samples into two main groups, where a subset (indicated by brackets and arrow) is grouped together with blood samples. The same samples are marked by arrows in subfigure (A).

How the deposited data were processed for this re-analysis (not part of the article)

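The deposited data are read counts per gene for 54 samples from 5 pigs, with 25114 genes. The authors made the counts by trimming the reads, mapping them to the pig genome with STAR and assigning them to genes with FeatureCounts, and the deposited values are whole-number counts without normalization. The number of genes equals the one the legend of Fig. 4 gives after removal of ribosomal RNA and mitochondrial genes. Sample type, pig and timepoint were taken from the labels deposited with each sample. Each biopsy was treated as 1 sample, with the pig as a covariate where heart samples were compared, and an alternative summed the counts per pig, device and timepoint.

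Samples under 1000000 counted reads numbered 14, of which 8 were micro-EMB samples and 6 were control samples. Two-sided permutation tests used 100000 resamples. Where a group had fewer than 10 samples, every relabelling was enumerated when their number allowed it, and the test is called exact. Permutations of the timepoint kept the pig fixed. The share of a sample's counts in a set of genes carries a 95% Wilson interval, which does not cover losses before sequencing or copies made by PCR.

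The paper's sample list could not be joined to the counts, since it holds no sample names and its printed totals differ from those of the counts. All 54 samples were therefore used as the starting set. The paper's 51 samples were found as those with at least as many expressed genes as the lowest number the paper gives, and its 44 samples as those outside the branch that holds the blood samples when the 51 are clustered on the paper's blood genes. These sets were defined after the counts had been seen. The 4 micro-EMB samples marked by arrows in Fig. 4d were read from that figure as the points farthest to the right, and the 14 similar samples as the lowest points among the others. A first reading by PC2 alone, which included a baseline sample, was discarded after its number of genes had been seen, because the arrows mark other points. The fold changes in the paper's lists then served as a check of which samples these are.

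Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. DESeq2 1.42.0 was the alternative, and the main test for the paper's 4 against 14 samples, as in the paper's methods. In simulated counts with the same design, edgeR recovered 200 of 200 changed genes for the devices and 200 of 200 for the timepoints in micro-EMB. It recovered 139 of 200 for the timepoints in conventional EMB and 119 of 200 for the difference between the devices in this change. The simulated changes were large and left out genes with low counts. Every gene had the same dispersion, and no effects of pig or blood were simulated. These numbers therefore do not give the power in the real samples. Standard errors for edgeR were computed from the fold change and its F statistic. Tissue genes were tested on the mean of each tissue against the mean of the others on the log2 scale, without covariates. Principal components, silhouette widths, clustering and the correlation across genes used DESeq2's variance-stabilized counts, blind to the groups. Permutation tests and intervals were computed with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

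Genes named in the text are those in the paper's inflammatory and macrophage lists that its tables call at an adjusted p-value under 0.05, and the genes with the smallest adjusted p-values in each comparison over all samples, at most 2 in each direction where the files give no name. The files pair names with identifiers for 72 genes, so the genes shown in Fig. 4b and 4c and the collagen genes are not reported by name. Alternatives left out samples that cluster with blood, added a blood score as a covariate, replaced edgeR or its normalization with DESeq2, left out the filter on low counts or the pig, left out samples of low depth, summed counts per pig, left out pigs in turn, and changed the transformation or the genes used for principal components. The visual scores of the biopsies, the enrichment of gene ontology terms and the rejection-associated genes were not analysed here.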

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

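The tests on samples 38, 40 and 57 and on the 3 genes below were chosen only after the results were seen.

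In 4 groups of 4 to 6 samples of the same type and timepoint, 23 pairs of a group and a measure were tested, and 8 values lay far from the others of their group by Dixon's 95% limit. All 8 were in groups of 6 samples. About 1.1 of the 23 pairs would hold such a value by chance, a number that is approximate because the measures were made on the same samples. The 8 values belong to 3 samples.

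Conventional EMB sample 38, from baseline, lay far from the other 5 baseline conventional EMB samples in its blood score, the mean log2 CPM of the paper's blood genes (6.27 against 5.12 in the nearest), and in its share of counts in blood-only genes (0.329% against 0.0579%). It also lay apart on PC1 (45.8) and PC2 (65.1) of all 54 samples. On the 15 blood-only genes outside the paper's list its share was 0.205%, above the highest share of 0.0308% in the 38 heart and muscle samples that do not cluster with blood, but also above the highest share in the blood samples, 0.156%. The comparison with the 38 is partly set by the choice of these genes for low counts in them. Blood mixed into a biopsy would not by itself give a higher share than blood. A broad background over genes was not borne out, with 0.305% of its counts in genes with a median count of 0, inside the range of the same 38 samples (0.101% to 4.93%). Blood may contribute to its position but does not account for this share alone, and no biological explanation was tested, since the 6 samples share tissue, device and timepoint.

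Skeletal muscle sample 57 lay far from the other 5 muscle samples in its share of blood-only genes (0.129% against 0.0135% in the nearest) and on PC1 (-87.8) and PC2 (52.0). Its share on the blood-only genes outside the paper's list was 0.0500%, above the highest of the 38 samples, with the same limit to this comparison. Its share in background genes, 10.5%, was above their range as well. Blood and a broad background could each contribute, and the position cannot be told apart from either. No biological explanation was tested.

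Conventional EMB sample 40 had 13909 expressed genes, against 11810 in the nearest of the other 5 baseline samples. With the counts drawn down to the same total, it had 9016 against 8191 in the nearest, a gap of 0.424 of the range, under the limit, but it was still the highest. It had 1089245 counted reads, fewer than 4 of the other 5, and depth was not borne out as the whole explanation. Its share of counts in background genes was 1.04%, against a highest of 0.305% in the other 5. The share in blood-only genes outside the paper's list was 0.0129%, with an interval (0.0109 to 0.0152) that includes the highest share of the others outside the blood branch, 0.0118%. A broad background remains as a candidate explanation, and blood could not be separated from it. No biological explanation was tested.

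Among genes the paper does not discuss, ENSSSCG00000027970 was higher in micro-EMB than in conventional EMB. The edgeR estimate of 6.49 on the log2 scale rests on at most 3 counts in each of the 10 conventional EMB samples, so the change in means is given as at least 4.11-fold over all heart samples and at least 2.58-fold over the 39 that passed the quality control. It had a count in 29 of 32 micro-EMB samples. The estimate was 8.00 without samples under 1000000 counted reads and 5.20 with blood content as a covariate, where the gene was no longer called. As the gene had 0 counts in 9 of the 10 conventional EMB samples, the size of these estimates does not rule out low depth or blood content. Over all alternatives the adjusted p-value ranged from 5.65e-06 to 0.171 (edgeR or DESeq2, Benjamini-Hochberg adjustment). Splits of the heart samples that kept pig and timepoint gave at least 1 such gene in 19 of 60, so the result cannot be told apart from a chance division of the samples. Reads shared between similar genes were not tested.

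At follow-up, ENSSSCG00000009004 and ENSSSCG00000009361 were higher in micro-EMB samples, with edgeR estimates of 7.75 and 3.51 on the log2 scale. The direction was seen in 9 and 11 of 12 follow-up samples against the baseline median, and in 4 of 4 pigs for each. The size for ENSSSCG00000009004 is not settled. Its estimate exceeds the log2 ratio of its means, 161.5 CPM at follow-up and 10.9 CPM at baseline. For ENSSSCG00000009004 the estimate was 6.60 without samples under 1000000 counted reads and 7.58 with blood content as a covariate. For ENSSSCG00000009361 these were 3.13 and 3.33. Neither fit lowered an estimate by 50% or more, but ENSSSCG00000009004 had 0 counts in 16 of 20 baseline samples, so the size of its estimates does not rule out either cause. Neither gene was called without samples under 1000000 counted reads, and ENSSSCG00000009361 was not called with the blood covariate. The adjusted p-values ranged over the alternatives from 7.38e-10 to 1 for ENSSSCG00000009004 and from 4.2e-06 to 0.992 for ENSSSCG00000009361 (edgeR or DESeq2, Benjamini-Hochberg adjustment). Splits of the micro-EMB samples within pigs gave at least 2 such genes in 33 of 100, so a change at follow-up cannot be told apart from a chance division of the samples.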

How the results depend on the processing

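Tests, samples and alternatives were chosen before the data were examined, except for the paper's 51 and 44 samples, the comparisons by PC score and of the 4 against 14 samples, the spread without samples under 1000000 counted reads, and the settings named with these, which were chosen after seeing the data. The planned use of all samples is the starting set itself. Results on the visual score and the collagen score were planned but not run. For the changes below, the cause was not tested.

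Between devices, 1 gene was differentially expressed over all heart samples. Over the paper's 51 samples 1 gene was also called, but a different one, and 0 were shared with the result over all heart samples. The number was 2 without samples that cluster with blood, 37 with DESeq2 (25 higher in micro-EMB), 53 without the filter on low counts, 34 without pig in the model (33 of them lower), 19 with counts summed per pig, 2 within the pigs sampled with both devices, 3 at baseline only and 20 over the paper's 44 samples. It was 0 with a blood covariate, with DESeq2's size factors and without samples under 1000000 counted reads, where 669, 680 and 775 genes had an unadjusted p-value under 0.05.

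Between timepoints in micro-EMB, 2 genes were called. The number was 5 without samples that cluster with blood, 10 with DESeq2, 12 without the filter, 18 without pig, 3 with counts summed per pig (2 higher at follow-up), and 1 each with a blood covariate, with DESeq2's size factors and over the paper's 51 samples. It was 0 without samples under 1000000 counted reads and over the 44, where 448 and 666 genes had an unadjusted p-value under 0.05, and from 0 to 14 across the fits that each left out 1 pig. In conventional EMB the number rose from 0 to 205 with DESeq2 and 106 without the filter. For the difference between the devices in this change it rose from 0 to 553 with a blood covariate, 116 with DESeq2, 679 with DESeq2's size factors and 1356 without the filter. DESeq2's size factors moved the median log2 fold change of all genes from 0.31 to 0.13 for timepoints in micro-EMB, from -0.0033 to 0.11 in conventional EMB and from 0.12 to -0.96 for the difference between devices.

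Genes higher in blood fell from 1353 to 898 with DESeq2 and 894 with its size factors. With the other tissues pooled, 376 genes were higher in skeletal muscle and 1124 in heart. The difference in expressed genes between micro-EMB and control samples kept its sign except at 44.0 in the 51 samples drawn down to the same total.

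The silhouette width of -0.102 over all samples became 0.565 on the 500 most variable genes, 0.0476 over the 51 samples, 0.562 over the 44 and 0.861 over the 44 on the 500 genes. The difference in spread, -18.0 over all samples, was -32.5 over the 51 samples. It changed sign to 45.7 without samples that cluster with blood, 24.4 on log2 CPM, 4.18 on distances over all genes, 18.4 at baseline only, 22.3 over the 44, 5.50 over the 44 on the 500 genes and 4.36 there within the pigs sampled with both devices. Among the differences in spread that changed sign, only 22.3 passed 0.05 in its permutation test. The PC2 difference between timepoints passed 0.05 over the 51 (4.22) and all 54 samples (6.53). The PC1 difference no longer did, at 6.84 and 2.88. These used the 500 most variable genes. Over all genes of the 44 samples, the PC2 difference was 5.91 (permutation test, p = 0.698) and the PC1 difference 10.4 (permutation test, p = 0.0395). The correlation across genes moved to 0.971 on log2 CPM, 0.952 on genes that passed filterByExpr and 0.961 within the pigs sampled with both devices.

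The 7 samples that cluster with blood became 45 with average linkage, 45 on log2 CPM and 3 with average linkage over the 51 samples. Both values of 45 came from trees whose other branch held only the failed samples 9, 10 and 21. The number of inflammatory genes higher at follow-up was 1 when adjusted over the list alone, and 1 with DESeq2, without the filter, without pig in the model and without pig 4494, in each of which the gene was FN1, against 0, where 5 had an unadjusted p-value under 0.05. Genes higher in the 4 samples fell from 717 to 117 and 12 with more samples to compare against.

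For 22 genes, the 20 named in the text and 2 tissue genes that are not, 257 of 284 results under alternatives kept their direction and side of the limit, 16 were weaker, 4 stronger and 7 reversed. Without samples that cluster with blood, the log2 fold change at follow-up of ANGPT2 was 0.10. With a blood covariate that of CHI3L1 was -0.036, and over the 44 samples that of MR1 was -0.11. Across the fits that each left out 1 pig, it ranged from -0.54 to 0.38 for ANGPT2, -0.62 to 2.22 for CHI3L1, -0.36 to 1.25 for MR1 and -0.39 to 1.34 for NR4A2. Counting error limits shares in the samples with the fewest reads, where the interval of sample 10 spanned 0.00024% to 0.00766%.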

Differences from the paper's values

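The lowest number of expressed genes in a micro-EMB sample was 1386 over all samples, against the paper's 6111. Over the paper's 51 samples, which were chosen after seeing the values and defined by this number, it was 6111. This number was not recomputed under the alternatives set before the data were examined.

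The number of genes higher in blood was 1353, against the paper's 604 in the legend of Supporting Fig. S3 and the 841 in its Data file S2. Among the alternatives set before the data were examined, DESeq2 (898 genes) and DESeq2's size factors in edgeR (894) came within 1.5 times of both. The others did not, with 1384 genes without samples that cluster with blood, 1285 without the filter on low counts, 1690 with conventional EMB as the only heart samples and 1274 with the other tissues pooled. Over the paper's 51 and 44 samples, chosen after seeing the values, the numbers were 1327 and 1529.

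PC1 held 20.4% of the variance, against about 55% in Fig. 4a, read by eye. Of the alternatives set before the data were examined, the 500 most variable genes came within 1.5 times of it, at 47.5%. Without samples that cluster with blood PC1 held 23.5%, on log2 CPM 24.6% and on genes that passed filterByExpr 21.0%. With settings chosen after seeing the values, it was 54.8% over the paper's 44 samples and 52.1% over its 51, both on the 500 most variable genes. Over all genes of the 44 samples PC1 held 25.2%, against about 25% in Fig. 4c, read by eye. The legend of Fig. 4a states that the plot uses all genes.

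The paper states that micro-EMB samples varied more than conventional EMB samples. The difference in spread on PC1 and PC2 was -18.0 over all heart samples and -32.5 over those that passed the quality control, both with more spread in conventional EMB, and 22.3 over the paper's 44 samples, a set identified after seeing the data. Before the data were examined, settings were chosen of which log2 CPM (24.4), distances over all genes (4.18), baseline only (18.4) and the removal of samples that cluster with blood (45.7) also gave more spread in micro-EMB, while the 500 most variable genes (-7.79), genes that passed filterByExpr (-9.82) and the pigs sampled with both devices (-3.26) did not.

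In the paper's PCA the samples separate into groups by tissue. The silhouette width over all samples and genes was -0.102 (0.910 in blood, 0.281 in skeletal muscle and -0.301 in heart), and it was 0.565 on the 500 most variable genes, a setting chosen before the data were examined. Of the other settings chosen then, it was -0.204 without samples that cluster with blood, -0.223 on log2 CPM and -0.145 on genes that passed filterByExpr. In the 44 samples the widths were 0.562 on all genes and 0.861 on the 500.

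The median number of expressed genes in micro-EMB was 11336.5 over all samples and 11480 over the 51, against the paper's 11408. For the paper's inflammatory and macrophage genes, the comparison by timepoint in edgeR called 0 of either list over all micro-EMB samples, where 5 and 0 had an unadjusted p-value under 0.05. The paper's own comparison of 4 against 14 samples, run with DESeq2, gave 717 upregulated genes, 9 of them inflammatory and 1 macrophage-related, the numbers the paper gives. The groups were read from Fig. 4d after the data had been seen.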

Other observations

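Among the tests in this part, those of PC1, of the timepoint on PC2, of blood-only genes outside the paper's list, of the broad background, of the spread in the paper's 44 samples and of all relations on components over all genes were chosen only after the result was seen.

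In conventional EMB, 0 of 10885 genes were differentially expressed between follow-up (n = 4) and baseline (n = 6), and 493 had an unadjusted p-value under 0.05. As 0 genes were called, 100 of 100 splits of these samples gave as many, and 26 of 100 gave as many genes with an unadjusted p-value under 0.05. For the difference between the devices in the change from baseline to follow-up, 0 of 14642 genes were called and 1561 had an unadjusted p-value under 0.05. All 60 of 60 splits gave as many called genes, and 12 of 60 gave as many with an unadjusted p-value under 0.05. In simulated counts of the same design, 139 and 119 of 200 changed genes were recovered in these comparisons. The simulated changes were large and every gene had the same dispersion, so this does not give the power in the real samples.

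For genes higher in blood, 1 of 100 splits of the samples, the true one, gave as many genes. The same held for genes higher in skeletal muscle (1 of 100) and in heart (1 of 100), so a chance division was not borne out in any of the 3 tissues.

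The 7 heart and muscle samples that cluster with blood may hold blood. The blood-only genes were chosen for low counts in the other 38 samples, so a lower share in these is partly set by that choice. All 7 had a higher share of counts in blood-only genes than the other 38, but 48 of these 63 genes are in the list used for clustering, so this test cannot separate the explanation from the choice of samples. On the 15 genes outside the list, 6 of the 7 were above the other samples and sample 44 was not, at 0.0132% against a highest of 0.0308%. Of the 6, samples 38 (0.205%) and 55 (0.178%) were also above the highest share in the blood samples, 0.156%, which blood mixed into a biopsy would not give by itself. Sample 44's share was above the median of the other 38 samples, 0.0013%, and under the lowest share in blood, 0.131%. A sample with little blood need not pass the highest of the others, so this limit cannot decide for sample 44. Blood in all 7 samples is thus neither shown nor excluded by these genes. A broad background over genes was above the other samples' range in 3 of the 7, with 14.5% in sample 19, 11.5% in sample 55 and 10.5% in sample 57, against a highest of 4.93%. The failed sample 9 had 12.5%. For samples 19, 55 and 57, blood cannot be told apart from this background.

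The position of the 26 micro-EMB samples of the paper's 44 on PC2 may depend on depth, blood content or detection. On the 500 most variable genes, Spearman's rho was 0.212 with the number of counted reads, 0.0441 with blood content and -0.160 with the number of expressed genes. On PC1 the rho values were -0.0140, 0.229 and -0.00308. Pearson's r for the same 6 relations was 0.203, -0.12, -0.348, -0.0255, 0.083 and -0.128. None of the 6 relations passed an adjusted p-value of 0.05 in permutation tests with Benjamini-Hochberg adjustment, and the smallest was 0.492. Without the 2 samples farthest from the median, r was 0.215, 0.198, -0.192, 0.0548, 0.315 and -0.0337. Sampling at follow-up, within pigs, did not pass 0.05 on PC2 (permutation p = 0.0752) and passed it on PC1 (permutation p = 0.0239). The latter was tested after PC2 and on an axis by which the paper marked 4 follow-up samples, so an effect of the timepoint cannot be told apart from that choice.

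Over all genes of the same 44 samples, the relations of the 26 micro-EMB samples were not settled. PC2 had an r of -0.732 with the number of expressed genes (adjusted permutation p = 0.00063) and a rho of -0.447 (adjusted permutation p = 0.103). With blood content its r was -0.616 (adjusted permutation p = 0.0045) and its rho -0.243 (adjusted permutation p = 0.345). Its rho with the number of counted reads was 0.160, and PC1 had rho values of -0.105 with this number, 0.373 with blood content and 0.102 with the number of expressed genes, none of which passed 0.05 by r or rho. The distance of each sample to the micro-EMB mean, from which the spread is made, had an r of -0.45 with the number of counted reads, -0.69 with blood content and -0.60 with the number of expressed genes (adjusted permutation p = 0.0349, 0.0013 and 0.0061). Its rho values were -0.529, -0.392 and -0.320 (adjusted permutation p = 0.0522, 0.136 and 0.202). Without the 2 samples farthest from the median of the measure, r was -0.423, -0.354 and -0.194 for the distance. All adjusted values here are Benjamini-Hochberg over 9 relations. Blood content here is the blood score, a mean log2 CPM that is also low where few genes are detected. The failed sample 9 scored only 1.29, with 0.235% of its counts in blood-only genes. The wider spread in the 44 samples over all genes cannot be told apart from detection, and the score cannot separate blood from detection. Depth would act in the other direction, since the distance was smaller in samples with more counted reads and the micro-EMB samples had more of them (median 1962647 against 1248796 in conventional EMB).

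The spread of micro-EMB samples may depend on depth or on the number of pigs. Without samples under 1000000 counted reads, a fit added after the data had been seen, the difference in spread from conventional EMB was -6.93, and within the pigs sampled with both devices -3.26, over all genes. As the difference over all samples has the opposite sign from the wider spread that was to be explained, these 2 fits do not decide between the explanations and a biological one. In the paper's 44 samples on the 500 most variable genes, the difference of 5.50 was 4.36 within the pigs sampled with both devices (exact permutation within pigs, p = 0.17), which does not exclude the number of pigs as the explanation. Depth was not tested on these genes.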
